# Cooperative nuclear action of RNA‐binding proteins PSF and G3BP2 to sustain neuronal cell viability is decreased in aging and dementia

**DOI:** 10.1111/acel.14316

**Published:** 2024-08-18

**Authors:** Ken‐ichi Takayama, Takashi Suzuki, Kaoru Sato, Yuko Saito, Satoshi Inoue

**Keywords:** aging, Alzheimer type of dementia, androgen, estrogen, paraspeckle, RNA‐binding protein, stress granule

## Abstract

Dysfunctional RNA‐binding proteins (RBPs) have been implicated in several geriatric diseases, including Alzheimer's disease (AD). However, little is known about the nuclear molecular actions and cooperative functions mediated by RBPs that affect gene regulation in sporadic AD or aging. In the present study, we investigated aging‐ and AD‐associated changes in the expression of PSF and G3BP2, which are representative RBPs associated with sex hormone activity. We determined that both PSF and G3BP2 levels were decreased in aged brains compared to young brains of mice. RNA sequencing (RNA‐seq) analysis of human neuronal cells has shown that PSF is responsible for neuron‐specific functions and sustains cell viability. In addition, we showed that PSF interacted with G3BP2 in the nucleus and stress granules (SGs) at the protein level. Moreover, PSF–mediated gene regulation at the RNA level correlated with G3BP2. Interestingly, PSF and G3BP2 target genes are associated with AD development. Mechanistically, quantitative reverse transcription‐polymerase chain reaction (qRT‐PCR) analysis demonstrated that the interaction of RBPs with the pre‐mRNA of target genes enhanced post‐transcriptional mRNA stability, suggesting a possible role for these RBPs in preserving neuronal cell viability. Notably, in the brains of patients with sporadic AD, decreased expression of PSF and G3BP2 in neurons was observed compared to non‐AD patients. Overall, our findings suggest that the cooperative action of PSF and G3BP2 in the nucleus is important for preventing aging and AD development.

**Abbreviations**
5‐mC: 5‐methylcytosine
AD: Alzheimer's disease
APP: Amyloid Beta Precursor Protein
AR: androgen receptor
AS: sodium arsenite
CTBP1: carboxyl‐terminal binding protein 1
eIF3: elongation initiation factor 3
ER: estrogen receptor
FTD: Frontotemporal dementia
G3BP1/2: RasGAP‐associated endoribonuclease 1 and 2
H_2_O_2_
: hydrogen peroxide
HDAC: histone deacetylase
IF: Immunofluorescence
IHC: immunohistochemistry
INHBA: Inhibin Subunit Beta A
MAPT: Microtubule Associated Protein Tau
Med‐IP: methylated DNA immunoprecipitation
NEAT1: nuclear paraspeckle assembly transcript 1
NFT: neurofibrillary tangle
NONO: non‐POU domain containing octamer binding
NRG3: Neuregulin 3
PABP: poly A‐binding protein
PRKN: Parkin RBR E3 Ubiquitin Protein Ligase
PSF: polypyrimidine tract‐binding protein‐associated splicing factor
PTAU: phosphorylated TAU
qRT‐PCR: quantitative reverse transcription‐polymerase chain reaction
RBP: RNA‐binding protein
RNA‐seq: RNA sequencing
SCFD2: Sec1 family domain containing 2
SEMA5B: Semaphorin 5B
SFPQ: splicing factor, proline, and glutamine‐rich
SG: stress granule
siRNA: small interfering RNA
SIRT1: sirtuin 1
SRRM4: Serine/Arginine Repetitive Matrix 4
TIA‐1: T‐cell intracellular antigen 1
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling

## 1 INTRODUCTION

The effect of aging societies on the prevalence of dementia is evident, particularly in developed countries. Alzheimer's disease (AD) is the most prevalent type of dementia worldwide and is a critical threat to human health due to progressive neurodegeneration (Puri et al., 2023). Typically, a slow progression of cognitive decline characterizes sporadic AD, and a disease duration is approximately 10 years after the onset of clinical symptoms. Representative pathological features of the AD brain are extracellular Aβ plaques and intracellular neurofibrillary tangles (NFTs) of hyperphosphorylated tau protein (Lee et al., 2018; Tracy et al., 2022). Aβ pathology is supposed to trigger a cascade of additional pathological events, including the formation of NFTs, neuroinflammation, oxidative stress, and neuronal loss. The microtubule‐associated protein tau becomes hyperphosphorylated and mis‐localizes in neurons. Tau then begins to aggregate, forming large NFTs and resulting in neurodegeneration. Thus, tau deposition is a major pathological hallmark of AD (Tracy et al., 2022).

Multidomain RNA‐binding protein (RBP), polypyrimidine tract‐binding protein (PTB)‐associated splicing factor (PSF), also known as splicing factor, proline, and glutamine‐rich (SFPQ), regulate alternative splicing and transcriptional activation/repression by binding to target RNA molecules (Knott et al., 2016). PSF is predominantly a nuclear protein and a critical component of the nuclear granule called the paraspeckle (Iyer et al., 2015). Long noncoding RNA *nuclear paraspeckle assembly transcript 1* (*NEAT1*) associates largely with PSF, as well as many other RBPs, such as the non‐POU domain containing octamer binding gene (NONO), and forms paraspeckles that regulate gene expression through the nuclear retention of RNA. PSF possesses one DNA‐binding domain and two RNA recognition motifs that facilitate multiple functions in the genome and RNA processing, including epigenetics, transcription, DNA damage repair, and alternative splicing (Knott et al., 2016). PSF is an essential component of the spliceosome and is responsible for splicing pre‐mRNAs such as *APP* (Takayama et al., 2019) and *MAPT* (the transcript of tau) (Ray et al., 2011). PSF regulates the splicing of *MAPT* exon 10, which provides an additional mechanism for controlling tau aggregation by determining alternative splicing of tau transcripts. PSF target genes are essential for neuronal differentiation and development in mice (Lim et al., 2020). PSF maintains the transcriptional elongation of longer genes that are specifically expressed in neurons by binding to transcribed RNAs in the mouse brain (Takeuchi et al., 2018). Furthermore, due to a nuclear localization signal at the C‐terminus, PSF is mainly distributed in the nucleus, close to DNA damage loci and chromatin (Lim et al., 2020). PSF represses target gene transcription through epigenetic mechanism by recruiting histone deacetylase (HDAC) enzymes to specific genomic regions (Mathur et al., 2001; Takayama et al., 2013).

The sex hormones, androgen and estrogen, act by binding to their receptor proteins. The estrogen (ER) and androgen (AR) receptors are nuclear receptors that translocate to the nucleus and regulate transcription (Krause et al., 2021). Sex hormone levels are closely associated with geriatric diseases. Animal models and epidemiological studies have shown that sex hormones play a preventive role in frailty conditions such as dementia, sarcopenia, and osteoporosis (Barth et al., 2015; Krause et al., 2021). Thus, a functional decline in sex hormone signaling leads to cognitive dysfunction (Duarte‐Guterman et al., 2015). We previously proposed that PSF are associated with sex steroid hormone signaling (Mitobe et al., 2020; Takayama et al., 2013, 2017). In ERα‐positive breast cancer, PSF associates with the pre‐mRNAs of oncogenic genes, such as ERα (ESR1) and Sec1 family domain containing 2 (SCFD2), to sustain the mRNA level by post‐transcriptional regulation (Mitobe et al., 2020). We also showed that PSF binds to pre‐mRNAs of various spliceosomal factors at the RNA level and facilitates complex formation in advanced prostate cancer (Takayama et al., 2017). Dysregulation of the spliceosome complex activates the spliceosome for the production of AR and its variants through RNA‐level modifications. Moreover, an androgen‐induced lncRNA in the antisense region of *carboxyl‐terminal binding protein 1* (*CTBP1*), *CTBP1*‐*AS*, coordinates the global epigenetic status by interacting with PSF and HDAC complexes and repress cell cycle regulators or AR co‐repressors to activate AR activity (Takayama et al., 2013).

Physiological loss of PSF leads to apoptosis in the brains of mice (Takeuchi et al., 2018), suggesting a critical role for PSF in fetal brain development. Recent evidence has also shown an important role for PSF in the progression of neurodegenerative diseases (Ishigaki et al., 2017; Ke et al., 2012). The dysregulation of the PSF associated with tau proteins in AD and Frontotemporal dementia (FTD) brains has been documented (Ishigaki et al., 2017; Ke et al., 2012). PSF knockdown in the mouse brain induces FTD‐like behavior with altered tau isoform expression (Ishigaki et al., 2017). Downregulation of PSF at the protein level in AD brains has been previously observed. Braak‐stage‐dependent reductions in PSF levels have been observed in the endothelial cortex of patients with AD (Ke et al., 2012). Interestingly, the translocation of PSF to the cytoplasm has been observed in patients with rapidly progressive AD (Younas et al., 2020) and amyotrophic lateral sclerosis (ALS) (Lim et al., 2020), suggesting that PSF is important in the pathology of these diseases.

The function of RasGAP‐associated endoribonucleases 1 and 2 (G3BP1/2) depends on its N‐terminal domain, which is homologous to nuclear transporter 2 and its C‐terminal RNA recognition motif, which binds to specific RNA targets (Guillén‐Boixet et al., 2020). G3BP1 knockout in mice leads to significant akinesia, indicating its role in synaptic transmission and plasticity in the hippocampus (Martin et al., 2013). This evidence suggests an important role for G3BP1/2 in neuronal transmission. Recent advances in molecular cell biology have highlighted that G3BP1/2 play an important role in the assembly of stress granules (SGs) (Cao et al., 2020). SGs are formed by consolidation of RBPs with mRNAs via cytoplasmic translocation and translational stress switches. SGs are formed following exposure of cells to various stresses and are associated with translation inhibition. Over‐expressed G3BP1/2 induces SG formation in the absence of stress in cells, (Guillén‐Boixet et al., 2020). SGs contain other proteins such as T‐cell intracellular antigen 1 (TIA‐1), elongation initiation factor 3 (eIF3), poly A‐binding protein (PABP), and multiple RNAs (Cao et al., 2020). In a previous study, we reported that G3BP2 is a representative direct target gene of the AR, suggesting an important role for G3BP2 as a sex hormone‐related RBP (Ashikari et al., 2017). G3BP2 forms a complex with another SG‐related RBP, TRIM25, and facilitates SUMO‐mediated repression of p53 activity to induce cell cycle progression and block apoptosis. However, the pathological significance of G3BP2 expression in aging and the development of AD remains unclear.

SG‐associated RBPs play a role in tau aggregation and AD progression at the molecular level. These reports have redirected research interest toward the molecular mechanisms of RBPs in disease progression and aging (Wolozin & Ivanov, 2019). However, little is known about how RBPs are expressed in the brains of patients with AD, although it has been speculated that the gene regulatory networks controlled by RBPs influence brain function during aging. In this study, we investigated the roles of PSF and G3BP2 in aging and sporadic AD development. By analyzing protein and mRNA expression levels, we showed that PSF and G3BP2 expression levels decreased with age in mice. Epigenetic regulation, sex hormone action, and protein level regulation of PSF and G3BP2 are associated with age‐dependent decline. We then examined the gene regulatory networks mediated by PSF and G3BP2 in human neuronal cells. Global gene expression profiles of human neuronal cells revealed the essential role of PSF in maintaining neuronal cell activity. Specifically, we demonstrated that PSF interacts with G3BP2 in the nucleus to jointly regulate genes associated with neuronal activity and AD progression, indicating the importance of crosstalk between these RBP‐mediated nuclear actions in maintaining cell viability. We further analyzed brain tissues from patients with sporadic AD to investigate whether PSF and G3BP2 expression levels were modulated by AD development. We observed the nuclear and cytoplasmic localization of G3BP1 and G3BP2, as well as the nuclear enrichment of PSF. The expression levels of PSF and G3BP2 were reduced compared to controls at both protein and RNA levels, suggesting the importance of gene regulation by PSF and G3BP2 in preventing AD development in the brain. Thus, our findings demonstrate a preventive role for the nuclear actions of gene regulation by PSF and G3BP2 in aging and dementia by sustaining neuronal cell viability.

## 2 RESULTS

### 2.1 PSF expression level is declined in aging

To explore the potential role of PSF in aging, we first analyzed the expression levels of the Psf protein in young (3 months) and old (24 months) mouse brains. Immunofluorescence (IF) analysis showed that Psf was highly expressed in the nuclei of neurons stained with NeuN in the hippocampi of young mice (Figure 1a). In contrast, we observed that the PSF signal was weaker in old mice than in young mice (Figure 1b). We also investigated PSF mRNA expression levels. Quantitative reverse transcription polymerase chain reaction (qRT‐PCR) showed that *Psf* was significantly reduced at mRNA level in old mice than in young mice (Figure 1c, and Figure S1a). These findings were consistent with the decreased PSF protein levels in the brains of old mice as observed by western blot analysis (Figure 1d). We further investigated the mechanism by which PSF expression is regulated in neurons. Previous reports suggested that altered DNA methylation is involved in the regulation of aging‐associated genes (López‐Otín et al., 2023). Next, we performed methylated DNA immunoprecipitation (Med‐IP) analysis using single‐stranded DNA (ssDNA) fragments containing 5‐methylcytosine (5‐mC) in the brain tissues of young and old mice (Figure 1e and Figure S1c). We observed increased levels of 5‐mC in the promoter regions of *Psf*. Moreover, reduced sex hormone signaling is associated with cognitive dysfunction. Since PSF is involved in the sex steroid hormone signaling pathway (Mitobe et al., 2020; Takayama et al., 2013, 2017), we examined the possibility that PSF expression levels are maintained by sex hormones in the brain. In publicly available data set of global ERα binding sites in mouse brain tissues (Gegenhuber et al., 2022), we showed the recruitment of ERα to the promoter of *Psf*, suggesting the transcriptional regulation of PSF expression by ER in mice (Figure 1f). These findings suggest that age‐associated epigenetic changes and sex hormone levels are important for PSF expression in neurons. We also found that ERα is recruited to the promoter of *Nono* or 5′ upstream regions of *Neat1*, which are other components of paraspeckle and interact with Psf (Figure 1g), suggesting that paraspeckle formation might be mediated by estrogen in the brain of mice.

**FIGURE 1:**
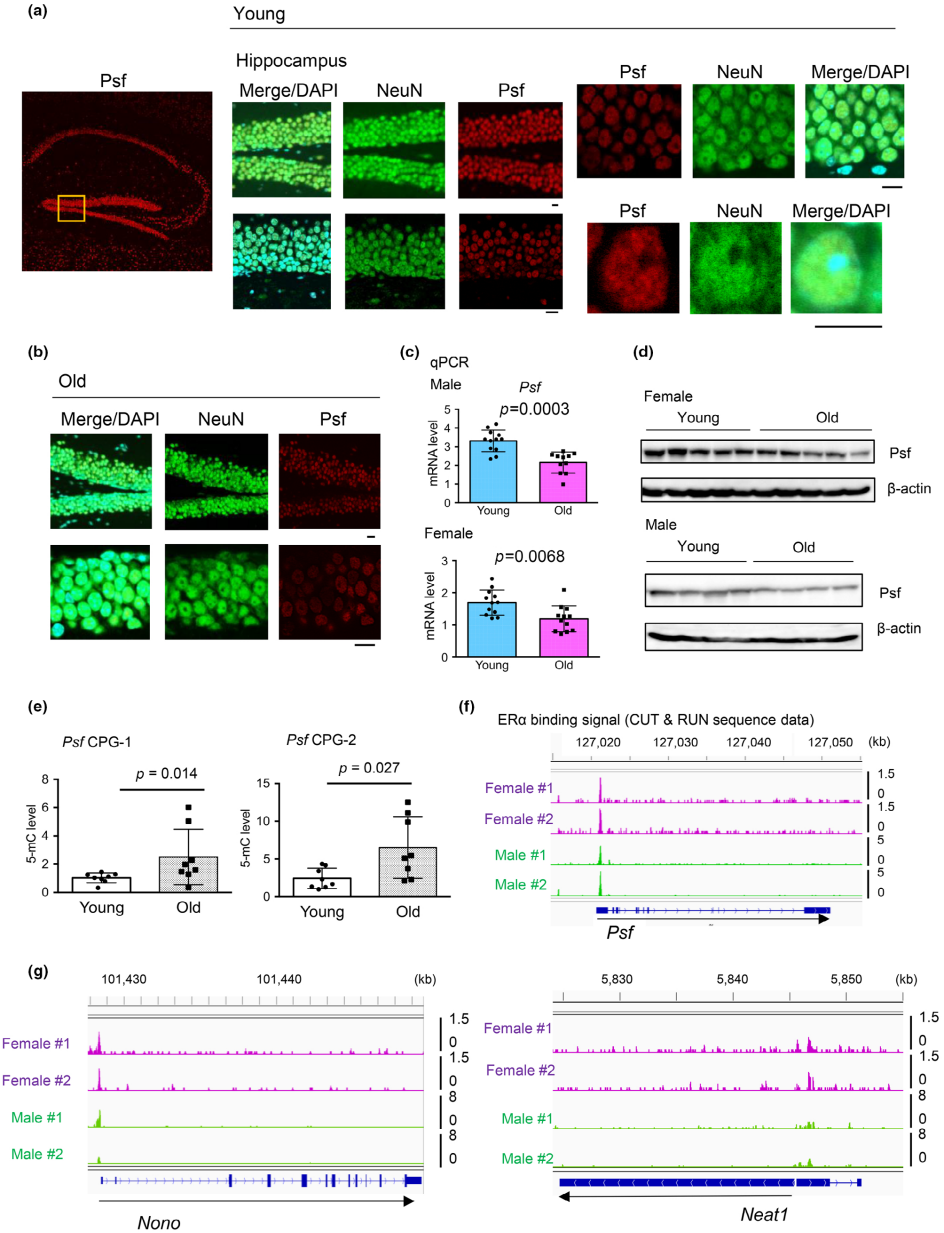
PSF expression level is declined by aging in mouse brain. (a) Representative confocal images of the mouse hippocampus. Immunostaining of Psf and NeuN in young (3 months) mice brains was performed (*N* = 3 for males and females). Bar = 10 μm. (b) Representative confocal images of the hippocampus of old mice. Immunostaining of Psf and NeuN in old (24 months) mouse brains was performed (*N* = 3 for males and females). The Psf signal was reduced compared with that in young mice. Bar = 10 μm. (c) Age‐dependent expression changes of *Psf* mRNA in mouse brain. Quantitative RT‐PCR analysis was performed to measure the mRNA expression of *Psf* in mouse brain samples (hippocampus, *N* = 10–12). The Mann–Whitney *U* test was performed to determine the *p*‐value. Data represents mean ± SD. (d) Age‐dependent changes in Psf protein expression in the mouse brain. Western blotting of Psf in young and old mice is shown (*N* = 5 females and *N* = 4 males). β‐actin was used as loading control. (e) Increased methylation levels around the promoter of *Psf* in old mice compared with young mice Med‐IP was performed using a specific antibody for 5‐mC. DNA samples from the brains of old and young female mice (*N* = 8) were used for the analysis. Two primer sets targeting the CpG regions (CPG‐1 and CPG‐2) around the mouse *Psf* were designed. The Mann–Whitney *U* test was performed to determine the *p*‐value. Data represents mean ± SD. (f) Visualization of ERα binding to *Psf* promoter regions. Publicly available data from CUT and RUN analyses using mouse brain samples are shown (GSE144718). (g) Visualization of ERα binding to promoter regions of other paraspeckle factors (*Nono* and *Neat1*). Publicly available data from CUT and RUN analyses using mouse brain samples are shown (GSE144718).

### 2.2 G3BP2 is highly expressed in hippocampus of mouse and repressed during aging

Next, we investigated the expression of another sex hormone‐related RBP, G3BP2, in young and old mouse brains, as changes in G3BP2 expression during aging have not yet been studied. As G3BP1 and G3BP2 are known to be enriched in the SG, we first examined the cellular localization of G3BP2 in human neuronal cells using well‐known oxidative stress inducers, sodium arsenite (AS) and hydrogen peroxide (H_2_O_2_) for stress induction. After stress induction, we observed clear cytoplasmic condensates of G3BP2 in human neuronal cells SH‐SY5Y, colocalizing with another SG marker, G3BP1, suggesting G3BP2 enrichment in SGs in the presence of cell stress (Figure 2a). Notably, G3BP2 expression in the nucleus and high expression levels of G3BP2 compared to those of G3BP1 were observed. We analyzed G3bp2 expression in the mouse brain using immunohistochemistry (IHC). In the brain of young mice, G3bp2 expression was predominantly detected in the cytoplasm of neurons in the hippocampus and cerebrum. However, no SG foci were observed in the brain. Next, we analyzed whether G3BP2 expression changed with age. We observed a reduced signal in the neurons of the old mouse brains (Figure 2b). qRT‐PCR analysis showed a significant decrease in the mRNA level of *G3bp2* in the hippocampus of old mice compared to young mice (Figure 2c, and Figure S1b). Western blot analysis also demonstrated a reduction in G3bp1/2 protein levels in the brains of old mice compared to young mice (Figure 2d). Overall, these results indicate that G3BP2 expression decreases during aging. We then investigated the molecular mechanisms underlying decreased G3BP2 expression levels in neurons. We previously reported androgen‐mediated regulation of G3BP2 expression by recruiting AR to the promoter region (Ashikari et al., 2017). In mouse brain tissues, androgen exhibited its activity by being converted to estrogen by tissue specific aromatase (Wu et al., 2009). Therefore, we investigated whether G3bp2 is regulated by estrogen in the mouse brain. Interestingly, CUT&RUN data showed ERα binding to the promoter regions of *G3bp1/2* in both male and female mice (Figure 2e). RNA sequencing (RNA‐seq) data indicated significant upregulation of G3BP2 expression by ER and a robustly higher expression of *G3bp2* than *G3bp1* in the mouse brain (Figure 2f). Collectively, these results demonstrate that G3BP2 is the predominant subtype of G3BPs in the brain and that its expression is induced by sex hormones.

**FIGURE 2:**
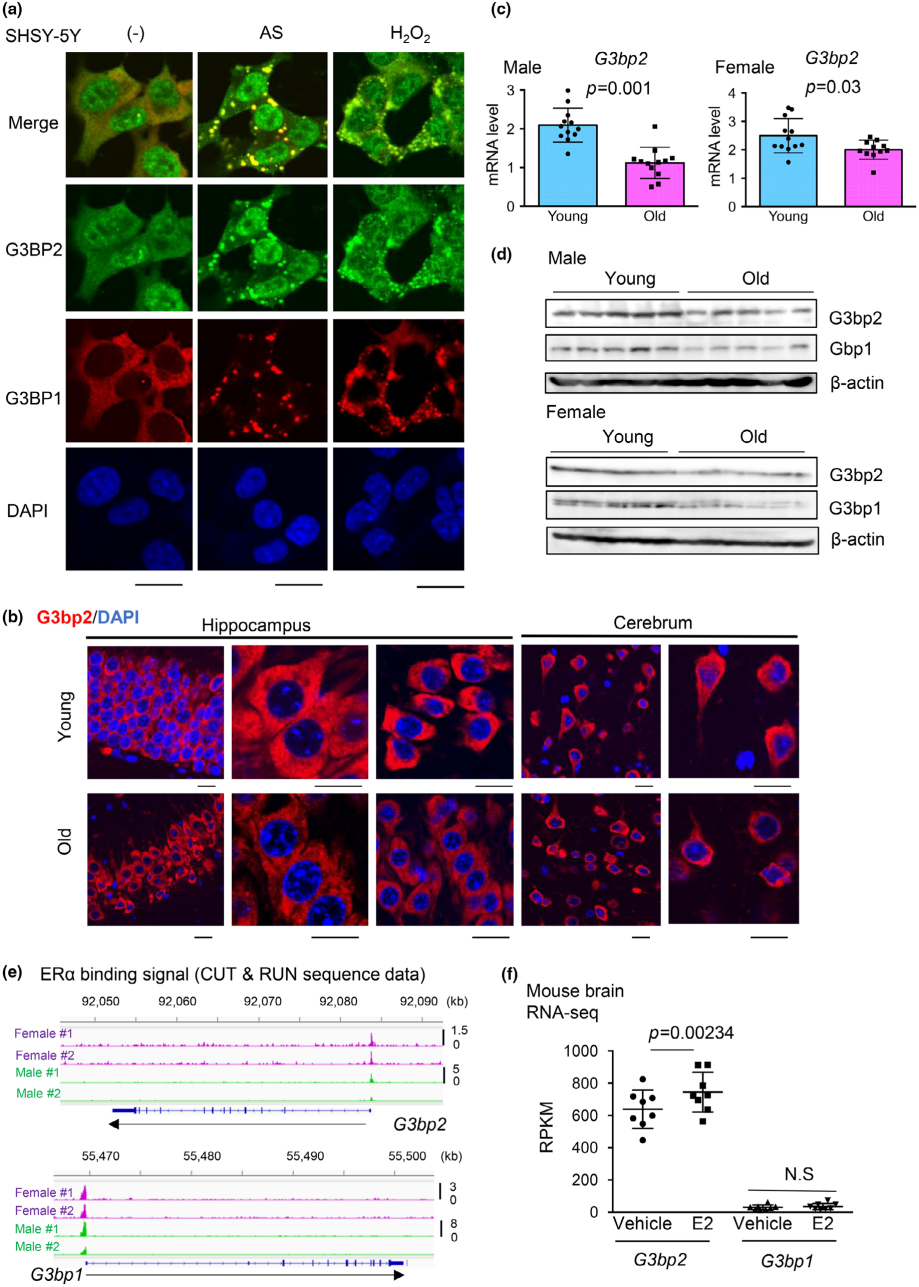
Stress‐granule associated G3BP1/2 expression levels are declined by aging in mouse brain. (a) Immunostaining of G3BP1/2 in SH‐SY5Y cells. Cells were treated with 100 μM sodium arsenite (AS) and 1 mM hydrogen peroxide (H_2_O_2_) for 1 h. Bar = 10 μM. (b) Representative confocal images of the mouse hippocampus and cerebrum. Immunostaining of G3bp2 was performed in young (3 months) and old (24 months) mouse brains (*N* = 3 for males and females). Bar = 10 μm. (c) Age‐dependent expression changes of *G3bp1/2* mRNA in the mouse brain. Quantitative RT‐PCR was performed to measure the mRNA expression of *G3bp1/2* in mouse brain samples (hippocampus, *N* = 12). The Mann–Whitney *U* test was performed to determine the *p*‐value. Data represents mean ± SD. (d) Age‐dependent changes in G3bp1/2 protein expression in the mouse brain. Western blotting of G3BP1/2 in young and old mice (*N* = 5 for males and *N* = 5 or 6 for females). β‐actin was used as loading control. (e) Visualization of ERα binding to *G3bp1*/*2* promoter regions. Publicly available data from CUT and RUN analyses using mouse brain samples are shown (GSE144718). (f) Regulation of *G3bp2* mRNA expression by estrogen in the mouse brain. RNA‐seq data for gene expression in the mouse brain (*N* = 6) were downloaded from (GSE144717). The *p*‐value was calculated using DEseq2. N.S: not significant; RPKM: reads per million mapped reads.

Furthermore, we analyzed the differences between male and female mice in the reduction of Psf and G3bp2 expression levels, as well as other proteins, Nono and G3bp1, in the mouse brain using western blot analysis. In both the cerebrum and hippocampus, we observed a reduction in G3bp1/2, Psf, and Nono expression levels in old mice compared to young mice. Interestingly, this change in expression change of G3bp2, Psf, and Nono was more evident in the hippocampus, especially in female mice, whereas we observed a more marked G3bp1 reduction in the cerebrum than in the hippocampus (Figure S1d). Thus, this analysis suggests sex‐dependent and brain region‐specific expression changes in Psf and G3bp2 during aging.

### 2.3 PSF interacts with G3BP2 predominantly in nucleus to sustain neuronal cell viability

Recent studies have linked PSF to the regulation of neuronal differentiation in mice by modifying transcribed pre‐mRNAs. In this study, we analyzed whether PSF‐mediated gene regulation was associated with G3BP2 function in the nucleus. In endogenous human neuronal cells expressing these proteins (SH‐SY5Y and NB1), IF analysis showed predominant enrichment of G3BP2 and PSF in the nucleus (Figure 3a and Figure S2a). Interestingly, we also detected cytoplasmic interactions between PSF and G3BP2‐enriched granules after stress induction, which is in line with a previous report that PSF could be enriched in SGs in HeLa cells (Younas et al., 2020). We then analyzed the translocation of PSF into SGs by overexpressing PSF and its cotransfection with G3BP2 in U2OS cells (Figure 3b). We detected a clear translocation of PSF to G3BP2‐enriched granules following stress treatment. This translocation was dependent on the N‐terminal region of PSF, suggesting that the low‐complexity domain of PSF is important for its translocation and enrichment in SGs (Figure S3a,b). In the mouse brain, we observed PSF immunopositivity primarily in the nucleus and G3BP2 immunopositivity in the cytoplasm, with an overlap in the nuclear and perinuclear regions (Figure 3c). Co‐immunoprecipitation of transfected G3BP2 and PSF showed a mutual interaction between these proteins (Figure 3d). We then analyzed the interaction of PSF with G3BP2 by separating the cells into nuclear and cytosolic fractions. High levels of PSF and G3BP2 were detected in the nucleus. The co‐immunoprecipitation assay demonstrated an interaction in the nucleus, both with and without stress induction (Figure 3e and Figure S2b). In contrast, a slight increase in the interaction in the cytoplasm was detected, suggesting the enrichment of PSF in the SGs following stress treatment. Consistent with a previous report (Younas et al., 2020), western blot analysis of whole‐cell lysates indicated stress‐induced induction of PSF in SH‐SY5Y and U2OS cells (Figure 3f). Furthermore, an in vitro binding assay with purified G3BP2 and PSF showed that this interaction was direct (Figure S2c). The use of deletion proteins of G3BP2 and PSF revealed the importance of the C‐terminal region (326–483 a.a) of G3BP2 and the RNA‐binding domain of PSF for the interaction (Figure S2d,e and Figure S3c). Since the C‐terminal region includes the RNA‐binding domain of G3BP2, the RNA‐binding domains of both proteins could be important for this interaction.

**FIGURE 3:**
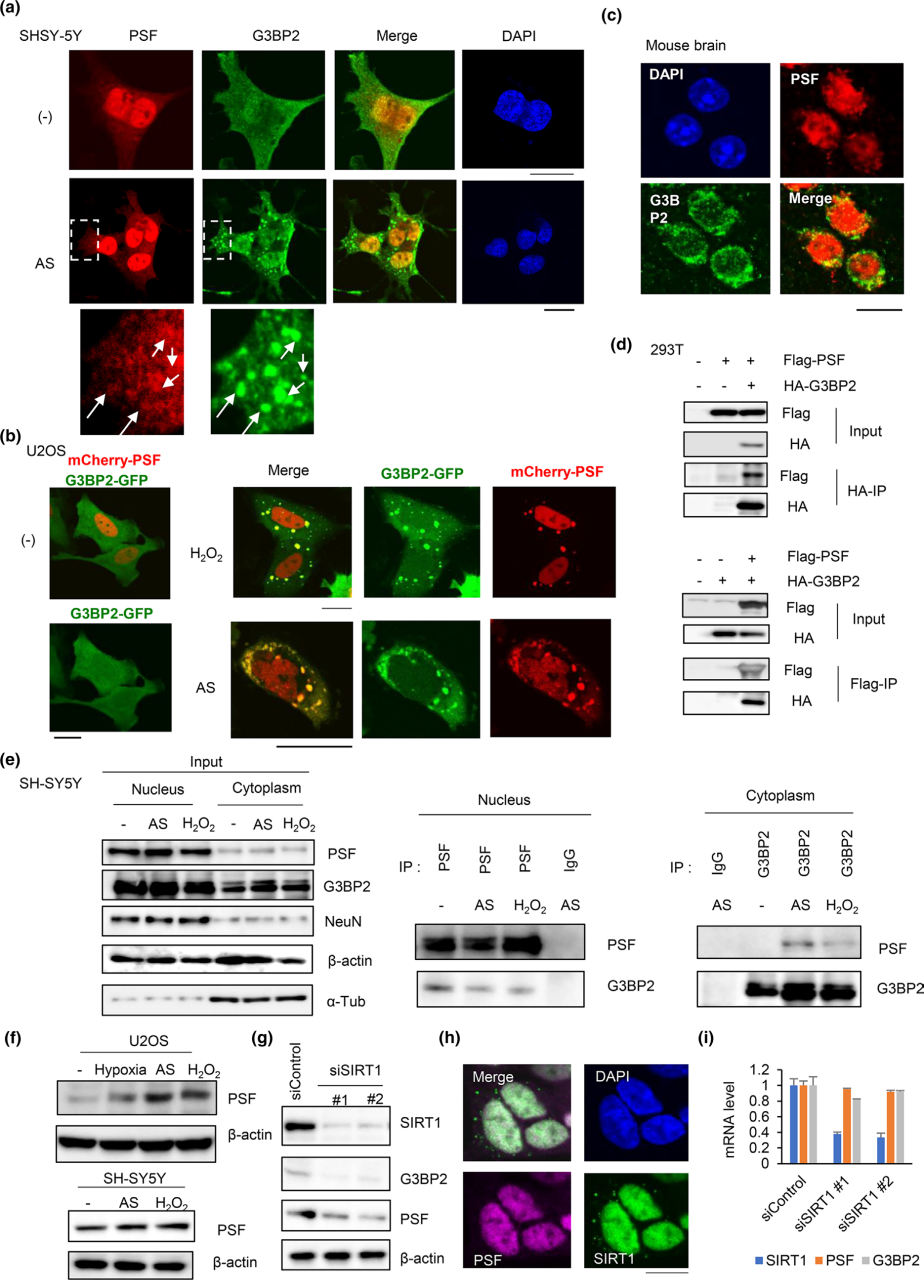
PSF interacts with G3BP2 predominantly in the nucleus of neuronal cells. (a) Immunostaining of PSF and G3BP2 in SH‐SY5Y cells. Cells were treated with 100 μM AS for 1 h. Bar = 10 μM. Arrows indicate cytoplasmic granules containing G3BP2 and PSF. (b) Colocalization of transfected PSF and G3BP2 proteins in both the nucleus and stress granules. U2OS cells were transfected with GFP‐G3BP2 and mCherry‐PSF. After 24 h incubation, cells were treated with 100 μM AS or 1 mM H_2_O_2_ for 1 h, and then observed by confocal microscope. Bar = 10 μm. (c) Immunostaining for G3BP2 and PSF was performed on the mouse brain (3 months male, cerebrum). Bar = 10 μm. (d) 293 T cells were transfected with Flag‐PSF and HA‐G3BP2 as indicated. After 24 h of incubation, the cells were harvested for immunoprecipitation using anti‐Flag or anti‐HA antibodies. Western blotting was performed to evaluate protein expression. (e) Interaction between G3BP2 and PSF in the nuclei of neurons SH‐SY5Y cells were treated with 100 μM AS or 1 mM H_2_O_2_ for 1 h. Cell lysates from the nuclear and cytoplasmic fractions were immunoprecipitated with anti‐G3BP2, anti‐PSF, or nonspecific IgG. Western blotting was performed to evaluate protein expression. (f) Western blot analysis of PSF in U2OS and SH‐SY5Y cells. Both cells were treated with 100 μM AS or 1 mM H_2_O_2_ for 1 h before harvesting. β‐actin was used as loading control. (g) PSF and G3BP2 expressions were positively regulated by SIRT1 in neuronal cells. SH‐SY5Y cells were treated with siSIRT1 #1 and #2 or siControl (10 nM) for 48 h. Western blotting was performed to detect SIRT1 and PSF. β‐actin was used as loading control. (h) Immunostaining of SIRT1 and PSF in SH‐SY5Y cells. Bar = 10 μM. (i) SH‐SY5Y cells were treated with siSIRT1 #1 and #2 or siControl (10 nM) for 48 h. qRT‐PCR was performed to evaluate the expression of SIRT1, G3BP2, and PSF. Data represents mean ± SD.

Moreover, sirtuin 1 (SIRT1)‐mediated modification are important for longevity and aging (Oberdoerffer et al., 2008). It is well known that SIRT1 expression is repressed during aging. Therefore, we examined whether SIRT1 is involved in the expression of PSF and G3BP2 using western blotting and IF analyses in human neuronal SH‐SY5Y cells. Interestingly, SIRT1 knockdown resulted in reduced expression of PSF and G3BP2 (Figure 3g) and the co‐localization of PSF and SIRT1 in the nucleus (Figure 3h). However, the mRNA levels of PSF and G3BP2 were not significantly affected by SIRT1 knockdown, suggesting that deacetylation of the PSF protein is important for the expression of PSF and G3BP2 (Figure 3i).

SG‐mediated attenuation of translation prevents apoptosis and sustains cell viability. Therefore, we investigated the effects of PSF and G3BP2 knockdown on human neuronal cells (Figure 4a, and Figure S4a,b). Interestingly, PSF knockdown reduced G3BP2 mRNA and protein levels. To investigate the PSF‐mediated regulatory mechanism of G3BP2, RNA immunoprecipitation (RIP) assay was performed. Amplification of regions spanning exon1‐intron1 junctions using IP PSF‐ or G3BP2‐RNAs and efficiencies of enrichment relative to the background amount associated with the control IgG were analyzed. The qRT‐PCR results showed an interaction between PSF and the pre‐mRNA of G3BP2 (Figure 4b), suggesting the regulation of G3BP2 by PSF at the RNA level. In this study, we explored the effects of PSF and G3BP2 knockdown on neuronal cell viability. Western blot analysis showed a clear induction of the apoptosis marker, cleaved PARP1, by knockdown of both PSF and G3BP2 (Figure 4c and Figure S4c). Furthermore, we evaluated the effects of PSF and G3BP2 knockdown on apoptosis induction using a terminal deoxynucleotidyl transferase dUTP nick‐end labeling (TUNEL) assay. We observed that the knockdown of each gene, and more dramatically, both genes, induced apoptosis in SH‐SY5Y cells (Figure 4d,e). In addition to their anti‐apoptotic effects, knockdown of PSF and G3BP2 inhibits cell proliferation (Figure 4f). We further induced the differentiation of neuronal SH‐SY5Y cells from an initial epithelial‐like cell phenotype to a more expansive and branching neuronal phenotype by culturing the cells in medium containing retinoic acid (RA). We found that knockdown of PSF and G3BP2 reduced the number of cells with a branching phenotype, characterized by obvious neurite and axon formation (Figure 4g). We examined the expression of NeuN, a representative neuronal marker. NeuN expression in differentiation medium was suppressed by knockdown of PSF and G3BP2 (Figure 4h), suggesting an important role of PSF and G3BP2 in neuronal differentiation. Overall, these results demonstrated that the cooperative action of PSF and G3BP2, particularly in the nucleus, prevented apoptosis, and maintained neuronal differentiation and cell viability.

**FIGURE 4:**
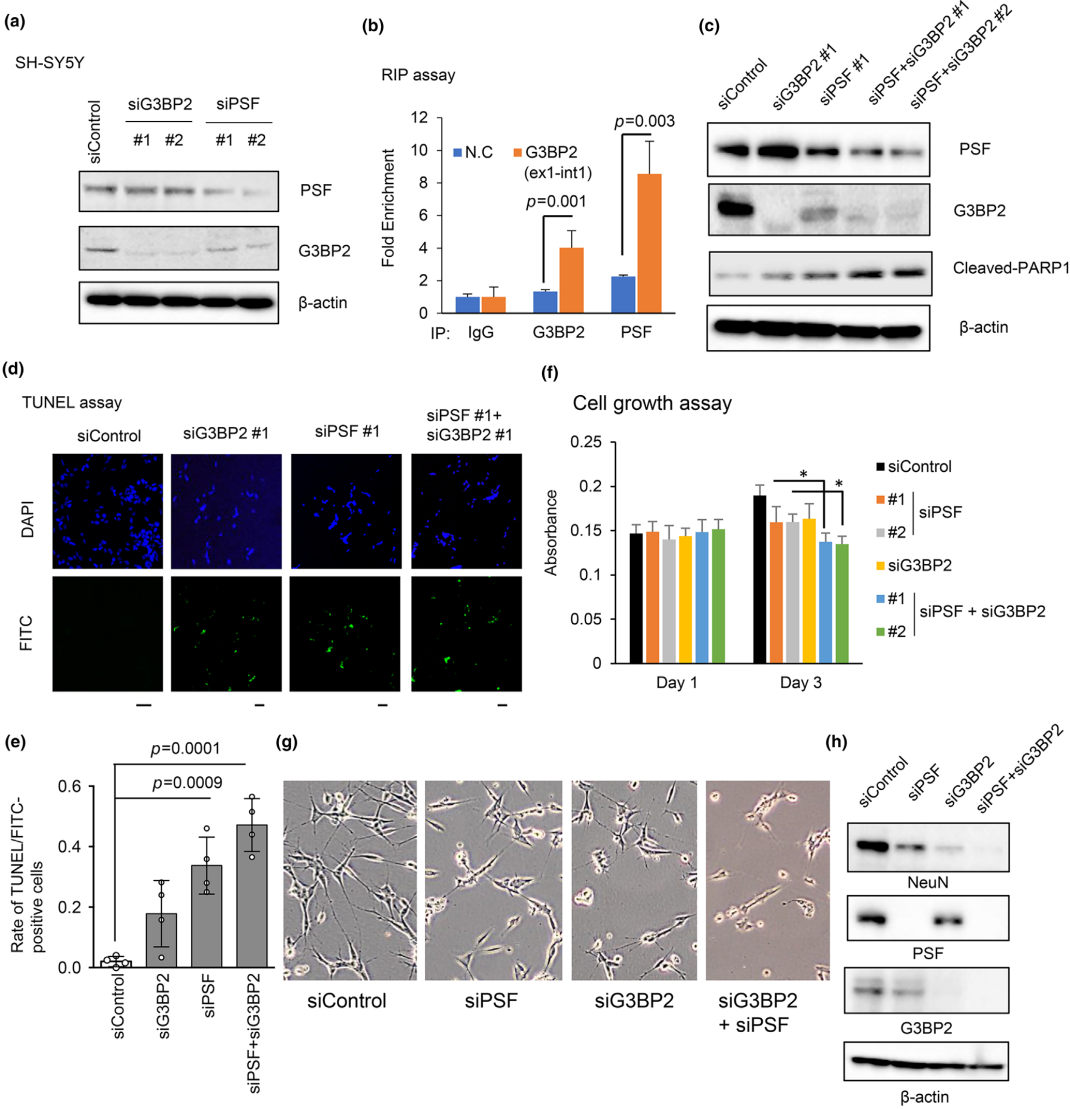
Induction of apoptosis by silencing PSF and G3BP2 in neuronal cells. (a) Silencing G3BP2 and PSF expression in neuronal cells. SH‐SY5Y cells were treated with siG3BP2 #1 and #2 (5 nM), siPSF #1 and #2 (10 nM), or siControl, as indicated. The protein expression levels of G3BP2 and PSF were evaluated using western blot analysis. β‐actin was used as loading control. (b) Interaction of G3BP2 and PSF proteins with G3BP2 pre‐mRNA RNA immunoprecipitation (RIP) assay for G3BP2 and PSF was performed on SH‐SY5Y cells (*N* = 3). Normal IgG served as a negative control. *N*.*C*.: Negative control locus (*GAPDH exon1*‐ *intron1*). A two‐sided *t* test was performed to determine *p*‐values (vs. *N*.*C*.). Data represents mean ± SD. (c) Silencing G3BP2 and PSF expression induces apoptosis in neuronal cells. SH‐SY5Y cells were treated with siG3BP2 #1, #2 (5 nM), siPSF #1 (10 nM), or siControl for 48 h. The protein expression levels of cleaved PARP1, G3BP2, and PSF were evaluated using western blot analysis. β‐actin was used as loading control. (d) TUNEL assay of neuronal cells after silencing G3BP2 and PSF. Representative images of FITC‐positive SH‐SY5Y cells treated with siG3BP2 #1 and #2 (5 nM), siPSF #1 and #2 (10 nM), or siControl for 48 h. (e) Quantification of TUNEL‐positive cells (*N* = 4 biological replicates). One‐way ANOVA and Tukey's post‐hoc tests were performed to obtain *p*‐values (vs. siControl). Data represents mean ± SD. (f) Cell proliferation assay of neuronal cells. SH‐Y5Y cells were transfected with siControl, siPSF #1, siPSF #2 (10 nM), or siG3BP2 #1 (5 nM). After 72 h incubation, the MTS assay was used to quantify cell growth rate (*N* = 4, biologically independent). *p < 0.05. Two‐tailed *t* tests were performed. Data are presented as mean ± SD. (g) Microscopic images of neuronal cells incubated in differentiation medium. SH‐SY5Y cells were treated with siControl, siPSF #1 (10 nM), or siG3BP2 #1 (5 nM) as indicated. The cells were incubated in differentiation medium for 5 days. (h) Immunoblotting of PSF, G3BP2, and NeuN in SH‐SY5Y cells transfected with siControl, siPSF #1 (10 nM), or siG3BP2 #1 (5 nM). β‐actin was used as loading control. The cells were incubated in differentiation medium for 5 days.

Moreover, we investigated whether another paraspeckle factor *NEAT1* has a cooperative effect on PSF‐ and G3BP2‐mediated functions in neuronal cells. We repressed *NEAT1* expression using siRNAs targeting *NEAT1* (Figure S5a). After *NEAT1* knockdown, increased cell growth was observed (Figure S5b). Furthermore, the oxidative stress induced by H_2_O_2_ treatment triggered DNA damage response and cell apoptosis in SH‐SY5Y cells. We found that *NEAT1* knockdown alleviated these stress responses, suggesting that *NEAT1* plays a role in promoting the oxidative stress‐mediated damage response in neuronal cells, in contrast to the preventive role of PSF and G3BP2 (Figure S5c). Consistently, RNA‐seq data in mouse brain suggest that ER, which plays an antioxidant role in the brain (Behl, 2002), can repress the expression level of *NEAT1* in the mouse brain (Figure S5d). Thus, *NEAT1* plays a different role than PSF and G3BP2 in neuronal cell activity.

### 2.4 PSF and G3BP2 cooperatively regulates their target genes associated with neuron activity and AD progression

In a previous study, we performed a global analysis of the G3BP1/2‐mediated regulation of RNAs (Sato et al., 2023). We then found that AD‐associated gene transcripts accumulated among RNAs regulated by G3BP1/2, suggesting a role for G3BP2‐mediated control of RNAs in AD development (Sato et al., 2023). To investigate whether there is a cooperative relationship between gene regulation and neuronal cell activity mediated by PSF and G3BP2, we performed RNA‐seq analysis of PSF target genes in human neuronal cells SH‐SY5Y (Figure 5a). 

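SH-SY5Y cells, a human neuroblastoma line, were sequenced 72 h after treatment with siControl or with siPSF at 10 nM, as 3 libraries per group. The authors selected poly(A) RNA, sequenced 50 bp paired-end reads, removed rRNA reads, mapped the rest to hg38 and counted them on RefSeq genes. For each gene and library they deposited a read count without normalization and an FPKM value, which the methods call RPKM. The paper names a TruSeq RNA kit and the sample labels a stranded TruSeq kit, and the paper's text does not say whether strand was used in counting, so counts of genes that overlap on opposite strands are uncertain. The smallest count in the table is 1, so a gene with no read in any one library is not analysed here. Summed over genes, the siControl libraries held 119019293, 132420931 and 119567337 counts and the siPSF libraries held 120627283, 109526446 and 101540520. The counts were normalized for library size by edgeR's TMM method and are given as CPM. Fold changes were fitted with edgeR's quasi-likelihood test, siPSF against siControl, on the 19694 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method over those genes. The common biological coefficient of variation within groups was 12.6%. The gene encoding PSF, SFPQ (gene ID 6421), lies on chromosome 1 of GRCh38 from 35176380 to 35193145. Its level was 372, 356 and 401 CPM in the siControl libraries and 209, 193 and 165 CPM in the siPSF libraries. The mean was 377 ± 23.1 CPM (SD, n = 3) in siControl and 189 ± 22.3 CPM (SD, n = 3) in siPSF. The log2 fold change was -0.99 (standard error 0.10), with an adjusted p of 9.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 50.2% of the siControl level was left. Of the other settings, the ratio of mean FPKM after rescaling each library to the same sum, chosen after it was compared with Fig. 5e, moved this value most, to a log2 ratio of -1.21.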

Notably, PSF knockdown resulted in the downregulation of genes involved in critical neuronal functions such as receptors and synaptic activity (Figure 5b,c). 

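In the siPSF libraries, 1310 genes were higher and 1628 were lower than in the siControl libraries at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 19694 genes), which makes 55.4% of the 2938 called genes lower. In 2912 of these 2938 genes the values of the 3 siPSF libraries did not overlap those of the 3 siControl libraries. Chance gives no overlap in 10% of genes, and 34.4% of all tested genes showed none. The protein-coding genes among the calls numbered 973 higher and 1241 lower, and the lncRNA genes 181 higher and 308 lower. The count of calls depended most on a single library, since leaving out siControl replicate 2 gave 1500 called genes, 572 higher and 928 lower. The balance of directions depended on the values used: limma on the FPKM values rescaled to the same sum per library, chosen after the values were seen, called 517 genes higher and 3584 lower.

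Among genes with a mean of at least 1 CPM whose groups did not overlap, large falls were in HTR1E, CNTNAP5, NRG3 and LOC107984459. HTR1E, a serotonin receptor gene, fell from 11.9 ± 0.178 CPM (SD, n = 3) to 2.36 ± 0.596 CPM (SD, n = 3), with a log2 fold change of -2.33 (edgeR's quasi-likelihood test, adjusted p = 2.5e-05). CNTNAP5, a synaptic adhesion gene, fell from 15.4 ± 3.08 CPM to 3.11 ± 0.876 CPM (SD, n = 3 each), with a log2 fold change of -2.31 (edgeR, adjusted p = 5.2e-05). The lncRNA gene LOC107984459 had a log2 fold change of -2.12 (edgeR, adjusted p = 0.0014). The 5 largest rises were in LOC645965, LOC105376266, LOC107984993, CEP295NL and KLF2, with log2 fold changes of 3.03, 2.77, 2.60, 2.56 and 2.56. LOC645965 is a pseudogene and LOC105376266 and LOC107984993 are lncRNA genes; each lies inside a longer protein-coding gene, so reads of the host gene are not excluded.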

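To set values beside the receptors and synaptic genes, 23 gene families were listed before the data were examined and tested with camera (preset inter-gene correlation 0.01, Benjamini-Hochberg adjustment over the families). The list was made to stand in for the terms of Fig. 5c, which the paper drew from these same libraries. A call of a family that matches such a term is therefore not independent evidence. Camera called 11 families, 7 lower and 4 higher, at an adjusted p under 0.05. The genes of synaptic vesicle release had the smallest adjusted p, with 32 of 44 genes lower, a median log2 fold change of -0.18 and an adjusted p of 6.6e-06 (camera). RAB3C, RIMS1 and RIMS2 had the smallest p-values among them, with log2 fold changes of -1.64, -1.15 and -0.90. The netrin, slit and ephrin guidance genes (median -0.10, camera adjusted p = 1.9e-04) included UNC5C, UNC5D and ROBO2, with log2 fold changes of -1.90, -1.83 and -1.30. The synaptic adhesion genes (median -0.05, camera adjusted p = 1.9e-04) split widely, with 13 of 43 genes called lower and 4 called higher, and CNTNAP2 and CADM2 had log2 fold changes of -1.48 and -1.41. The clustered protocadherins had a median of -0.28 (camera adjusted p = 0.0040), with log2 fold changes of -1.31 in PCDHGB6, -1.60 in PCDHGA10 and -0.45 in PCDHGB7; genes of one cluster share their last exons, so their counts are not separate. The voltage-gated channels had a median of -0.13 (camera adjusted p = 0.029; 0.062 without siPSF replicate 1), with log2 fold changes of -1.21 in KCNQ1, -1.11 in KCNQ3 and -0.90 in CACNG4. The glutamate receptors had a median of -0.25 (camera adjusted p = 0.042), with GRM7 at -1.97, GRM8 at -1.21 and GRIK2 at -1.03, and lost the call when siControl replicate 1 or siPSF replicate 3 was left out (adjusted p = 0.13 and 0.11). Among the families not called, camera's adjusted p was 0.067 for GABA and glycine receptors and 0.077 for acetylcholine and monoamine receptors, which fry called lower (adjusted p = 0.0088 and 0.015), and camera's adjusted p was 0.48 for semaphorins and their receptors, 0.65 for the other cadherins and protocadherins and 0.86 for postsynaptic scaffolds.

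Of the 11 calls, 8 held under fry, all but those of the glutamate receptors, the p53 targets and oxidative phosphorylation. With limma on FPKM, rescaled or not, the genes of synaptic vesicle release kept their call. The guidance genes, synaptic adhesion genes, clustered protocadherins, channels and glutamate receptors lost theirs (camera adjusted p up to 0.24, 0.33, 0.34, 0.33 and 0.45). These limma fits keep only genes of a mean of at least 0.5, so a family can hold fewer genes there. With the correlation estimated from the data, camera called 0 families at an adjusted p under 0.05, and 4 had an unadjusted p under 0.05. Among the 593 genes down more than 2-fold, glutamate receptors (5 of 17 genes), GABA and glycine receptors (3 of 12) and synaptic adhesion genes (9 of 43) were over-represented against all genes tested (Fisher's exact test, one-sided, adjusted p = 0.0013, 0.037 and 9.9e-05). The glutamate receptors also held 2 genes up more than 2-fold (Fisher's exact test, one-sided, p = 0.038, not adjusted). The GABA and glycine receptors held 0 such genes and the synaptic adhesion genes 1. The median gene lengths of glutamate receptors, GABA and glycine receptors and synaptic adhesion genes were 239, 144 and 283 kb. Protein-coding genes of 100 kb or more were called lower more often than shorter ones. Fisher's test was not repeated with gene length held, so the over-representation may follow in part from length. On the rising side, the replication-dependent histones had a median log2 fold change of 0.46 (camera adjusted p = 8.9e-05) and held 5 genes up more than 2-fold (Fisher's exact test, one-sided, p = 0.0014, not adjusted). In that family, H2BC5 and H2AC6 had log2 fold changes of 0.64 and 0.66, H4C4 rose by 3.30 from a very low level, and near-identical copies can share reads. The IL-7 signalling genes had a median of 0.09 (camera adjusted p = 0.39; fry adjusted p = 0.015) and 1 gene up more than 2-fold (Fisher's exact test, one-sided, p = 0.30). From the GO terms among the downregulated genes, the paper concludes that PSF knockdown lowers genes for receptors and synaptic activity.

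**Figure D1:**
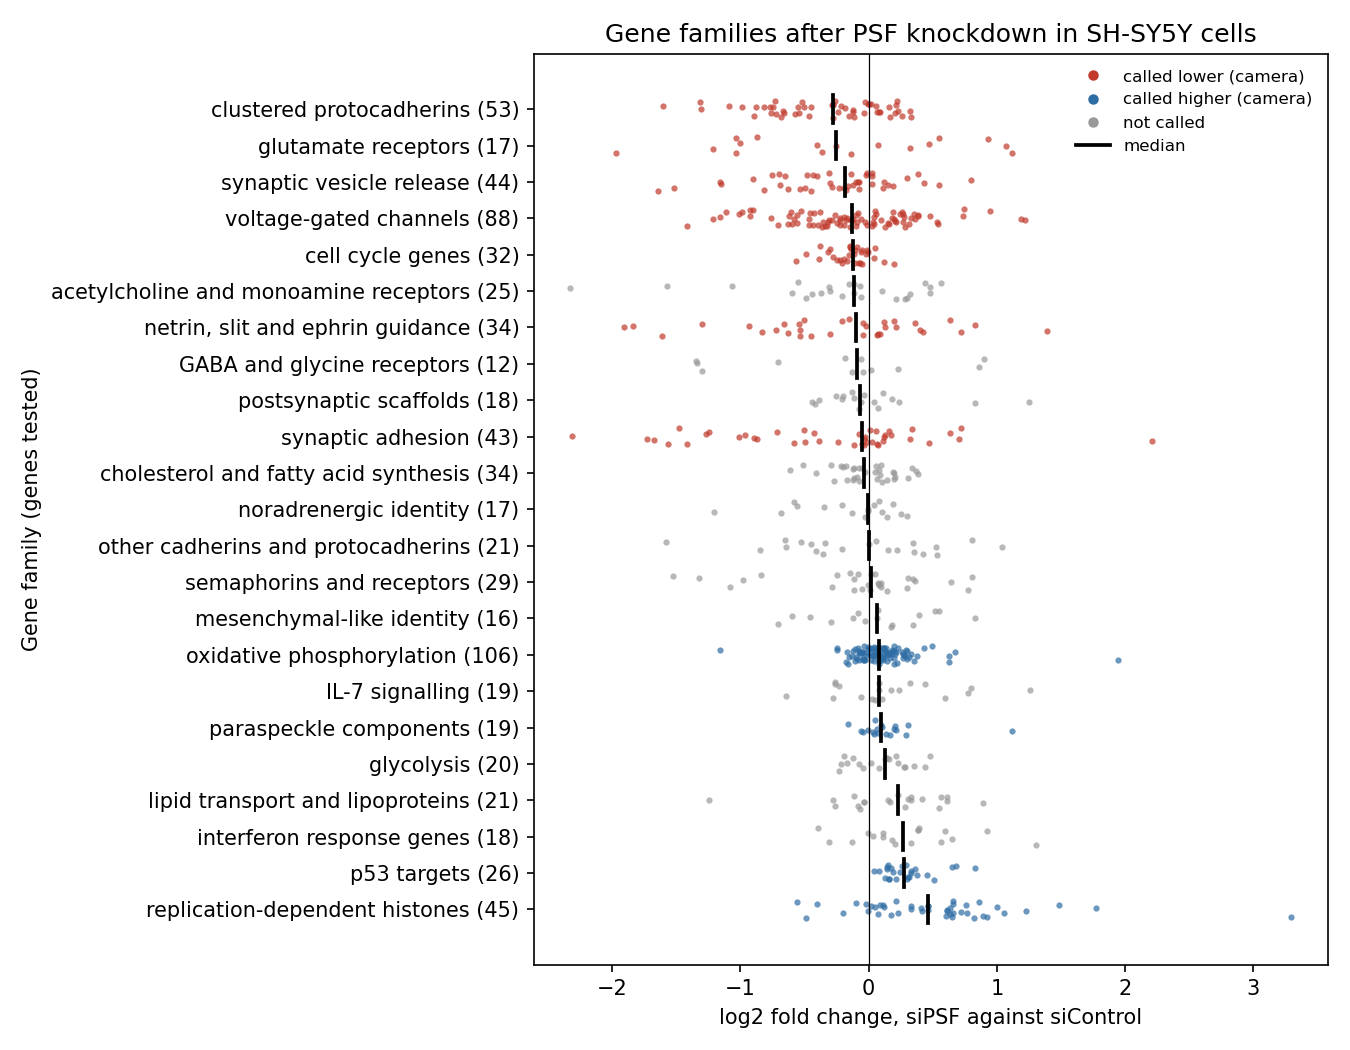
Log2 fold changes (siPSF against siControl, horizontal axis) of the genes tested in each of 23 families, with the number of genes in parentheses, 1 point per gene and a black bar at the median. Red families were called lower and blue ones higher by camera; the clustered protocadherins have the lowest median (-0.28) and the replication-dependent histones the highest (0.46), and after rescaling FPKM to the same sum per library the medians of oxidative phosphorylation, IL-7 signalling, paraspeckle components, glycolysis, lipid transport, semaphorins, interferon response genes, other cadherins and mesenchymal-like identity fall below 0, as does the median of all genes.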

We then compared the siPSF‐mediated repression of gene expression with that of siG3BP1/2. A significant positive correlation was detected between the PSF‐ and G3BP2‐regulated genes, suggesting cooperative gene regulation by PSF and G3BP2 (Figure 5d).

**FIGURE 5:**
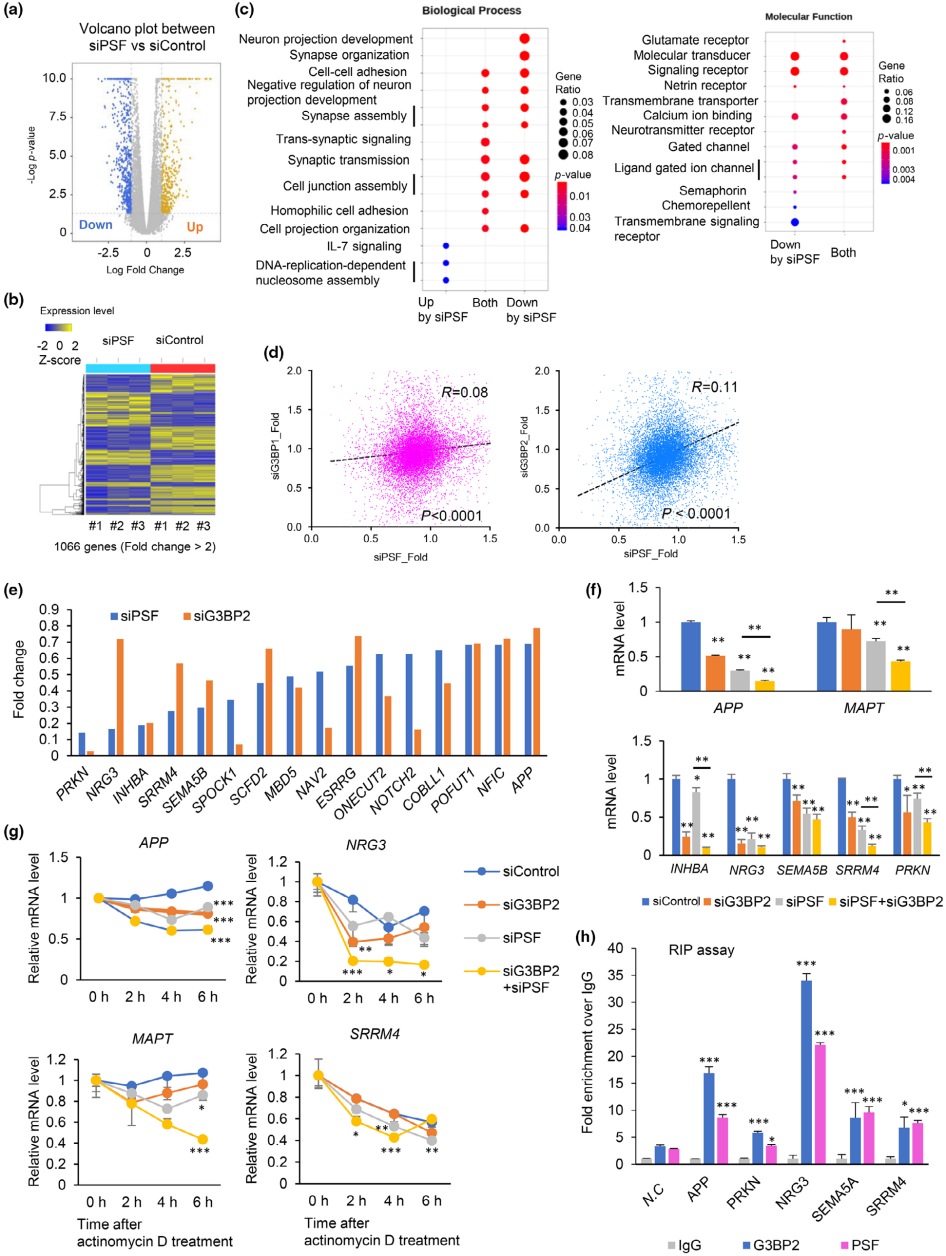
PSF and G3BP2 cooperatively sustain the expression of genes associated with neuronal activity. (a) PSF silencing inhibited neuronal activity‐associated genes. SH‐SY5Y cells were treated with siControl or siPSF #2 (10 nM) for 72 h. Total RNA was extracted for RNA‐seq analysis (*N* = 3, biological triplicates). A volcano plot of the RNA‐seq data used to visualize significant genes is shown. (b) Heatmap showing down‐ or upregulated genes (fold change >2: Total of 1066 genes) following PSF knockdown in SH‐SY5Y cells. (c) GO term analysis showing changes in hallmark pathways. GO term analysis showing enrichment of neuron‐associated biological processes or molecular functions among genes downregulated by PSF knockdown based on RNAseq in SH‐SY5Y cells. (d) Positive correlation between G3BP2‐ and PSF‐regulated gene expression We used previously reported RNA‐seq data (Sato et al., 2023) showing G3BP1‐ and G3BP2‐regulated genes in SH‐SY5Y cells. Fold changes relative to the siControl were used for evaluation. A regression analysis was performed to analyze the correlations. (e) The expression levels of representative genes in SH‐SY5Y cells treated with siPSF #2 and siG3BP2 #1 relative to siControl are shown. The top 15 genes downregulated by PSF knockdown were selected using RNA‐seq data. APP was used as a positive control. (f) SH‐SY5Y cells were treated with siControl, siPSF #2, or siG3BP2 #1, as indicated. Total RNA was extracted, and qRT‐PCR was performed to analyze the expression level of G3BP2/PSF‐target genes at the mRNA level (*N* = 3). A two‐sided *t* test was performed to determine the p‐value (vs. siControl). Data represents mean ± SD. (g) Stability of G3BP2/PSF‐target transcripts in SH‐SY5Y cells treated with siPSF, siG3BP2, or siControl. Cells were incubated with 2 μg/mL actinomycin D for the indicated times, and target RNA quantities at different time points were evaluated by qRT‐PCR (*N* = 3). A two‐sided *t* test was performed to determine the *p*‐value (vs. siControl). Data represents mean ± SD. (h) Interaction of G3BP2 and PSF with the pre‐mRNA of G3BP2/PSF‐target genes. RNA immunoprecipitation (RIP) assay for G3BP2 and PSF was performed on SH‐SY5Y cells. Pre‐mRNA levels were evaluated using qRT‐PCR (*N* = 3). Normal IgG was used as a negative control. N.C.: Negative control locus (*GAPDH exon1*‐ *intron1*). A two‐sided *t* test was performed to determine *p*‐values (vs. N.C.). Data represents mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

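A change of more than 2-fold together with an unadjusted p under 0.05 (edgeR's quasi-likelihood test) was found in 955 genes, 362 higher and 593 lower after siPSF. With a limit of 0.05 on the adjusted p in place of the unadjusted one, 696 genes were left, 243 higher and 453 lower. Without any limit on p, 989 genes changed more than 2-fold, 378 higher and 611 lower. When the fold was taken as the ratio of mean FPKM with an unadjusted p under 0.05, 1044 genes passed, 318 higher and 726 lower, and after rescaling FPKM to the same sum per library, chosen after the values were seen, 1109 genes passed, 248 higher and 861 lower. Leaving out each replicate in turn gave from 911 to 1101 genes. Of the 593 lower genes, 314 were protein-coding and 238 were lncRNA genes, and of the 362 higher genes 151 were protein-coding.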

We further analyzed the regulatory mechanisms of PSF and G3BP2. We focused on representative target genes that were positively regulated by PSF and G3BP2 (Figure 5e). 

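In the siPSF libraries, 15 genes of Fig. 5e, with APP as the paper's positive control among them, were lower than in the siControl libraries at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), and 15 of 15 were lower when adjusted over the list alone. The study chose these genes on the same libraries, so neither count is independent evidence. In each of the 15 genes every siPSF library lay below every siControl library. The smallest fall was in APP, with a log2 fold change of -0.33, and 5 genes fell more than 2-fold. SPOCK1 (-1.34), MBD5 (-0.82), SCFD2 (-0.77), NAV2 (-0.75), ESRRG (-0.63), ONECUT2 (-0.47), NOTCH2 (-0.47), COBLL1 (-0.42), POFUT1 (-0.36) and NFIC (-0.34) lay between the genes with the largest falls and APP. Ranked from the largest fall, the 15 genes stood between rank 30 and rank 3276 of the 19694 genes tested. The calls of 9 of the 15 genes held in every one of the 6 fits that each left out one replicate, and 10 to 14 genes were called in each of these fits. APP, NAV2, NOTCH2, COBLL1, POFUT1 and NFIC lost the call in at least one of them, and the adjusted p of APP rose to 0.11 without siPSF replicate 2. The siG3BP2 values of Fig. 5e were not analysed here.

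**Figure D2:**
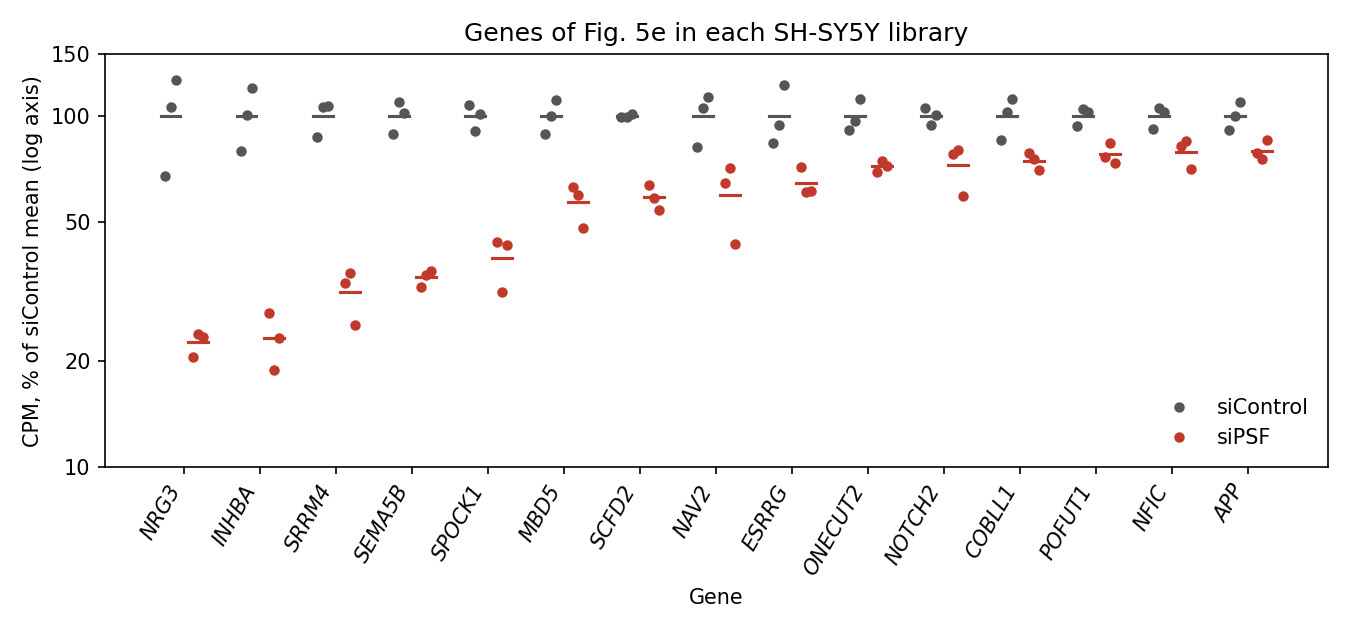
CPM of 15 genes of Fig. 5e in each library as a percentage of the siControl mean (log axis), with 1 point per library, 3 libraries per group and a bar at the group mean. The siPSF libraries lie between 18.9% and 85.2% and the siControl libraries between 67.4% and 126.7%, and within each gene the groups do not overlap.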

Previous reports have documented the post‐transcriptional regulation of *APP* and *MAPT*/*TAU* (Ray et al., 2011; Takayama et al., 2019), indicating the alternative splicing of these genes in AD development. In addition, RNA‐seq analysis has identified the cooperative effects of PSF and G3BP2 knockdown on several genes, including *INHBA* (Lau et al., 2015; Oberländer et al., 2022), *NRG3* (Wang et al., 2014), *SEMA5B* (Matsuoka et al., 2011; Seto et al., 2022), *SRRM4* (Chung et al., 2018) and *PRKN* (Watzlawik et al., 2023). 

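INHBA (gene ID 3624; chromosome 7 of GRCh38 from 41685114 to 41705406) was at 10.5 ± 2.14 CPM (SD, n = 3) in siControl and 2.45 ± 0.453 CPM (SD, n = 3) in siPSF libraries, with a log2 fold change of -2.10 (standard error 0.18, adjusted p = 4.5e-05 from edgeR's quasi-likelihood test). NRG3 (gene ID 10718; chromosome 10 from 81875194 to 82987179) was at 2.41 ± 0.725 CPM in siControl and 0.548 ± 0.0443 CPM in siPSF (SD, n = 3 each), with a log2 fold change of -2.14 (standard error 0.25, edgeR's adjusted p = 2.6e-04). SEMA5B (gene ID 54437; chromosome 3 from 122909082 to 123028605) went from 26.0 ± 2.72 to 9.03 ± 0.506 CPM (SD, n = 3 each), a log2 fold change of -1.53 (standard error 0.11, edgeR's adjusted p = 2.4e-05). For SRRM4 (gene ID 84530; chromosome 12 from 118981541 to 119163051) the values were 34.1 ± 3.89 and 10.7 ± 1.85 CPM (SD, n = 3 each), with a log2 fold change of -1.66 (standard error 0.14, edgeR's adjusted p = 4.2e-05). With each library left out in turn, the log2 fold changes stayed between -2.25 and -1.95 for INHBA, -2.36 and -1.94 for NRG3, -1.61 and -1.47 for SEMA5B and -1.77 and -1.53 for SRRM4, and edgeR called each of these genes in all 6 of those fits. The values after siG3BP2 were not analysed here.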

Interestingly, according to previous studies, the loss of these genes is associated with neuronal activity and AD progression. qRT‐PCR analysis confirmed that these genes were cooperatively regulated by PSF and G3BP2 in several human neuronal cell lines (Figure 5f, and Figure S4d,e). In addition, we analyzed whether other paraspeckle factors are involved in gene regulation. We used siRNAs targeting NONO to reduce its expression levels (Figure S4f). However, no significant changes in gene expression were observed, suggesting that cooperative gene regulation by PSF and G3BP2 is independent of other paraspeckle factors. We also analyzed the positive effects of co‐overexpression of G3BP2 and PSF on the expression of these target genes in U2OS cells. We observed increased APP expression at both the protein and mRNA levels following co‐transfection with PSF and G3BP2 (Figure S6a,b).

We further assessed the effects of PSF and G3BP2 on the stability of the target mRNA by blocking new RNA synthesis following actinomycin D treatment. The results of qRT‐PCR analysis showed that the mRNA stability of these target genes was significantly decreased in knockdown cells of both PSF and G3BP2 compared to control cells (Figure 5g and Figure S6c), indicating the role of these RBPs in the post‐transcriptional stabilization of mRNA expression. Moreover, the interaction between the pre‐mRNA and G3BP2 and PSF proteins was examined using the RIP assay (Figure 5h and Figure S6d). *APP* exon1‐intron1 amplification was used as a positive control for PSF‐associated RNA (Takayama et al., 2019). Different regions of the tested transcripts were efficiently amplified, suggesting that pre‐mRNAs were associated with PSF and G3BP2 for post‐transcriptional regulation. Collectively, our data demonstrate that PSF and G3BP2 cooperatively stabilize the target mRNA by directly binding to its pre‐mRNA.

### 2.5 Reduced expression of G3BP2 and PSF in nuclei of neurons in AD brain

Next, we evaluated PSF and G3BP1/2 expression in patients with sporadic AD and in controls (*N* = 5). Representative western blot results showed that the levels of these RBPs were significantly decreased in patients with AD, although the deposited amounts of phosphorylated tau proteins increased (Figure 6a). In addition, we performed qRT‐PCR to investigate the expression levels and observed a similar downregulation in AD samples at the mRNA level (Figure 6b). To examine the cellular localization of PSF and G3BP1/2 in sporadic AD, we performed IHC using brain tissues from patients with AD and controls (Figure 6c–f). In temporal lobes of AD brains, we detected Aβ and phosphorylated TAU (PTAU) accumulation in brains (Figure 6c). Nuclear staining of the PSF protein was alleviated in AD samples compared to controls, in line with previous reports and western blot analyses (Figure 6d). We detected PSF immunoreactivity in the nuclei of both the AD and control brains (Figure 6e). However, dyslocalization of PSF (Ke et al., 2012) was not observed in this study. In the human brain, including the temporal lobe and hippocampus, we detected nuclear and cytoplasmic localization of G3BP1/2 expression (Figure 6d,f). These results showed that PSF colocalized with G3BP2 in the nuclei of human neuronal cells. Interestingly, G3BP1/2‐foci foci were detected in the cytoplasm, suggesting SG formation in the normal human brain (Figure 6f). We also observed diminished G3BP1/2 reactivity in the AD brains (Figure 6d,f). Notably, reduced expression of G3BP1/2 or aggregation‐like structures was observed in AD brains, along with PTAU aggregation (Figure S7a–d). Furthermore, Med‐IP analysis demonstrated that DNA methylation of promoters at both PSF and G3BP2 may be involved in the downregulation of these genes in AD samples (Figure 6g).

**FIGURE 6:**
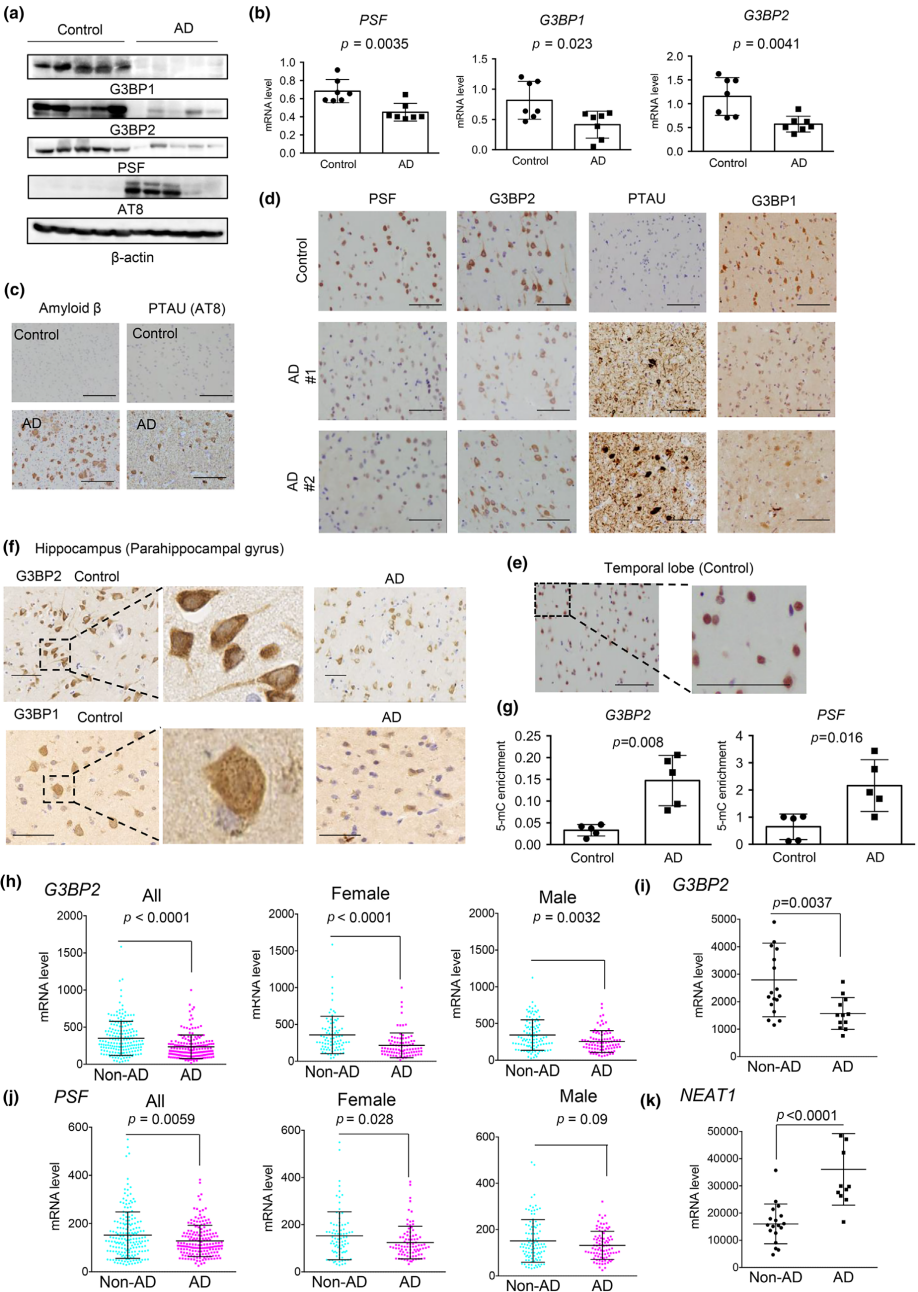
Reduced expression of PSF and G3BP2 in human AD brain. (a) Representative immunoblot images showing expression of G3BP1/2, PSF, and p‐tau (AT8). Western blot analysis was performed using temporal brain tissue from patients with AD and non‐AD controls (*N* = 5). β‐actin was used as loading control. (b) The mRNA expression levels of G3BP1/2 and PSF at mRNA level was analyzed by qRT‐PCR in AD and non‐AD controls (*N* = 7). The Mann–Whitney *U* test was performed to determine the *p*‐value. Data represents mean ± SD. (c) Immunohistochemistry was performed on temporal brain tissues from patients with AD and non‐AD controls (*N* = 5). Representative images of Amyloid β and PTAU (AT8) are shown. (d) The representative images of PSF, G3BP1/2, and PTAU (AT8) are shown (*N* = 5). (e) Immunohistochemical analysis of PSF in temporal human brain tissue (non‐AD controls). Nuclear enrichment of PSF was observed. Bar = 50 μm. (f) Nuclear localization of G3BP1/2 in the human brain tissue. Hippocampal brain tissues from AD patients (*N* = 6) and non‐AD controls (*N* = 4) were stained for G3BP1/2. Magnified images show nuclear expression of G3BP1/2 and cytoplasmic granules of G3BP1/2 in non‐AD controls. Bar = 50 μm. (g) Increased methylation levels around the G3BP2 promoter and PSF in brain tissues from AD and non‐AD controls. Med‐IP was performed using a specific antibody for 5‐mC. DNA samples (*N* = 5 per group) were used for the analysis. The Mann–Whitney *U* test was performed to determine the *p*‐value. Data represent mean ± SD. (h) Expression level of *G3BP2* in human brain from AD patients (*N* = 176, female: 88, male: 88) or control group (non‐AD) (*N* = 187, female: 85, male: 102). A large transcriptome dataset (GSE15222) was used for this study. An unpaired *t* test was used to determine *p*‐values. Data represent mean ± SD. (i) Expression level of *G3BP2* in the brain of patients with AD (*N* = 12) or controls (non‐AD) (*N* = 18). RNA‐Seq data (GSE159699) was used. The Mann–Whitney *U* test was performed to determine *p*‐values. Data represent mean ± SD. (j) Expression levels of *PSF* in the brain of AD patients (*N* = 176, female: 88, male: 88) and control (non‐AD) (*N* = 187, female: 85, male: 102). A large transcriptome dataset (GSE15222) was used for this study. An unpaired t‐test was used to determine *p*‐values. Data represent mean ± SD. (k) Expression level of the paraspeckle factor *NEAT1* in the brains of patients with AD (*N* = 12) or controls (non‐AD) (*N* = 18). RNA‐Seq data (GSE159699) was used. The Mann–Whitney *U* test was performed to determine the *p*‐values. Data represent mean ± SD.

We also analyzed the expression levels of PSF, G3BP2, and other paraspeckle factors using publicly available transcriptome data (GSE15222 and GSE159699). Consistent with our results, the transcriptome data showed that the expression levels of PSF and G3BP2 were lower in human AD samples than in non‐AD samples (Figure 6h–j). However, the expression levels of NONO in AD patients did not change compared to those in non‐AD patients (Figure S7e). Interestingly, this decrease in expression was more pronounced in women than in men, suggesting an involvement of PSF and G3BP2 in AD pathology, particularly in women. On the contrary, another paraspeckle factor *NEAT1* was significantly higher in AD samples than in non‐AD samples in RNA‐seq data (Figure 6k). Taken together, these clinical data suggest that the nuclear activity of PSF and G3BP2, independent of paraspeckle formation, may be involved in the AD development and progression.

## 3 DISCUSSION

RBPs regulate gene expression at epigenetic, splicing, and translational levels. These functions are essential for neuronal cell growth and differentiation (Wolozin & Ivanov, 2019). Here, we provided evidence that PSF and G3BP2 cooperatively mediate neuronal activity and AD‐related gene expression at the post‐transcriptional level by binding to pre‐mRNAs. Typically, RBPs include a low‐complexity domain in their sequence that regulates self‐aggregation (Cao et al., 2020). This regulated aggregation is critical for RBP function, because numerous RBPs facilitate the formation of various ribonucleoprotein (RNP) granules including paraspeckles and SGs. SGs are responsible for the transient recruitment of mRNA transcripts and aggregation in the cytoplasm (Guillén‐Boixet et al., 2020). Although G3BP2 is an important component of SGs, identification of the interaction between PSF and G3BP2 primarily in the nucleus suggests that G3BP2 plays a functionally important role in neurons associated with human neuronal diseases. Importantly, we provide the first evidence that G3BP2 expression decreases during AD development, along with PSF.

Interestingly, recent evidence suggests that RBPs included in SG components, such as TIA‐1, co‐localize with hyperphosphorylated tau (Vanderweyde et al., 2016). TIA1 accumulation is observed in tau pathology of diseases such as AD and FTD (Vanderweyde et al., 2012). The association of TIA‐1 with tau also promotes the tau‐mediated degeneration of primary hippocampal neurons. In addition, cellular stress treatment enhances the enrichment of phosphorylated tau in the SGs (Maziuk et al., 2018). Reduced TIA‐1 expression rescues cognitive decline and increases survival in a mouse model of tauopathy (Vanderweyde et al., 2016). Thus, the high concentration of RNA and RBPs included in SGs raises the possibility that SG formation may lead to tau aggregation to assemble complexes of paired helical filaments (PHFs). In contrast, a recent study showed that G3BP2 interacts with the tau protein and prevents tau aggregation in the brain (Wang et al., 2023). Loss of G3BP2 increased tau pathology in human AD organoids. Moreover, we showed that G3BP2‐assciated RNAs in SGs include signals related to AD development (Sato et al., 2023). In the present study, we demonstrated that G3BP2 is the main subtype of the G3BP family in the brain. G3BP2 regulates target gene expression by associating with PSF in the nucleus. In our clinical analysis, G3BP2 expression levels were reduced in the brains of patients with AD compared with controls. Taken together, these findings suggest that gene regulation at the RNA level as well as G3BP2‐mediated inhibition of tau accumulation at the protein level are important for sustaining cell viability and preventing AD development.

This study also demonstrated that PSF and G3BP2 expression decreased during aging in mice at both the RNA and protein levels. Mechanistically, Med‐IP and qRT‐PCR analyses revealed that changes in DNA methylation patterns during AD progression and aging are important for this repression (López‐Otín et al., 2023). In addition to other molecular mechanisms that repress expression, we observed ERα recruitment to the promoters in mouse brains. In addition to PSF and G3BP2, we found that ERα targets other paraspeckle factors such as NONO and *NEAT1* as well as another subtype of the G3BP family, G3BP1, raising the possibility that both paraspeckles, and SGs are modulated by ER in the brain. In previous studies, we reported that PSF‐dependent gene regulation is important for ERα and AR expression by regulating them at the post‐transcriptional level. We also reported that androgens induce G3BP2 expression. Animal studies have shown that estrogens are converted from androgens by brain‐specific aromatase and play an important role in brain activity, in male mice (Wu et al., 2009). As serum concentrations of sex hormones such as androgens and estrogens decline during aging, reduced ER signaling may contribute to the transcriptional repression of these RBPs. We showed that protein levels of PSF and G3BP2 changed more markedly in the hippocampus than in the cerebrum of female mice during aging, suggesting differential regulation of brain PSF and G3BP2 expression between males and females. Differences in the effects of sex hormone between male and female mice may be involved in the sex‐specific regulation of protein expression. Furthermore, we observed that SIRT1 interacted with PSF and that SIRT1 knockdown reduced PSF expression. SIRT1 delays aging and extends the lifespan of mice (Oberdoerffer et al., 2008). The deacetylase activity of SIRT1 rescues cell survival and mitochondrial function, and prevents premature aging. Decreased expression of SIRT1 been observed in various geriatric diseases, such as ALS and AD (Kim et al., 2007). Thus, SIRT1‐mediated deacetylation may be necessary to maintain PSF expression at the protein level, although it remains to be determined whether direct modulation of PSF protein by SIRT1 or an indirect pathway mediated by SIRT1 is responsible for this regulation.

Consistent with our results, recent evidence has shown that PSF is dysregulated in the postmortem brains of patients with AD (Ke et al., 2012; Younas et al., 2020). Furthermore, PSF mutations have been identified in the motor neuron disease ALS (Hennig et al., 2017). Moreover, when PSF is knocked down, mice exhibit FTD‐like behavior, with the accumulation of phosphorylated tau through the dysfunction of alternative splicing, reduced adult neurogenesis, and neuronal loss in the hippocampus (Ishigaki et al., 2017). Inhibition of PSF‐mediated epigenetic regulation and splicing activity would modulate the downstream signaling pathway including APP and tau expression and isoform changes that contribute to Aβ generation and tau aggregation (Coronel et al., 2018; Lee et al., 2018). Consistent with previous reports, we observed that PSF is predominantly expressed in the human brain nucleus and is reduced in AD brains compared to controls. Although the cytoplasmic expression of PSF in ALS neurons and AD brains has been previously reported (Younas et al., 2020), we did not observe PSF dislocations in the cytoplasm of AD tissues in our IHC analysis. Interestingly, SG‐like structures in the cytoplasm of neurons in human brains and aggregation‐like structures in the brains of patients with AD were observed in our G3BP2 IHC analysis, consistent with the central role of G3BP2 in SG formation (Cao et al., 2020; Guillén‐Boixet et al., 2020). Further IF analyses of the functional structure, accumulation, and cellular localization of PSF and G3BP2 in AD brain tissue would be helpful for understanding the additional roles of RBPs in AD development. Furthermore, using extensive transcriptome data, we confirmed that both PSF and G3BP2 were significantly downregulated in AD compared to normal human brains. This decline was more evident in women than in men. Similarly, sex differences in gene expression in AD tissues have been observed in RNA‐Seq studies (Shulman et al., 2023). We hypothesize that sex differences in the effects of estrogen and androgen are reflected in the reduction in the expression of these proteins. These differences may be related to cognitive decline or AD pathologies.

Our RNA‐seq analyses showed that PSF targets various genes related to AD progression (Chung et al., 2018; Lau et al., 2015; Wang et al., 2014; Seto et al., 2022). Therefore, our results suggest that repression of PSF‐mediated signaling inhibits the signaling pathways involved in neuronal activity. In addition to the signals associated with functional neuronal activity, other important PSF targets at the RNA level include *G3BP2*, *APP*, and *Tau*/*MAPT*. 

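In the SH-SY5Y libraries, the level of G3BP2 (gene ID 9908; chromosome 4 of GRCh38 from 75642786 to 75724437) was 157, 150 and 188 CPM after siControl and 178, 153 and 207 CPM after siPSF. Its log2 fold change was 0.12 (standard error 0.12, adjusted p = 0.54 from edgeR's quasi-likelihood test), a difference smaller than the spread between replicates. Over the fits that each left out one replicate, its log2 fold change stayed between 0.01 and 0.22, and it was -0.076 with limma on FPKM rescaled to the same sum per library, where the median of all genes is lower still. MAPT (gene ID 4137; chromosome 17 from 45894554 to 46028334) was at 36.8 ± 0.732 CPM in siControl and 27.3 ± 5.05 CPM in siPSF (SD, n = 3 each), with a log2 fold change of -0.43 (standard error 0.12, edgeR's adjusted p = 0.036), and this call was lost in 5 of the 6 fits that each left out one replicate, where the adjusted p reached 0.11. APP (gene ID 351; chromosome 21 from 25880550 to 26171128) was at 505 ± 46.3 CPM in siControl and 402 ± 25.3 CPM in siPSF (SD, n = 3 each; standard error 0.09 on the log2 scale, edgeR's adjusted p = 0.033), and its call was lost in 4 of those 6 fits.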

We found that G3BP2 expression was maintained by PSF binding to the G3BP2 pre‐mRNA. This finding indicated that the regulatory network of RBPs promotes their expression at the RNA level. In addition, we identified target genes of PSF and G3BP2 using RNA‐Seq analysis. Interestingly, genes associated with neuronal activity were enriched among the target genes. However, in the present study, we were unable to identify genes associated with metabolic changes and lipid biology, identified as important signals in AD by RNA‐seq analysis recently (Barbash et al., 2017). For example, among the identified target genes in our analysis, SEMA5B maintains axon growth during nervous system development. This protein product can be cleaved to function as a secretory molecule (Matsuoka et al., 2011). 

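In the SH-SY5Y libraries, the 34 genes of cholesterol and fatty acid synthesis tested had a median log2 fold change of -0.04 after siPSF (camera, adjusted p = 0.67 over 23 families), with 2 genes called lower and 1 called higher. The 21 genes of lipid transport and lipoproteins had a median of 0.23 (camera adjusted p = 0.073), with 6 called higher and 0 called lower. This set passed under fry (adjusted p = 0.015) and under camera without siPSF replicate 3 (adjusted p = 0.035), and its median was -0.01 with limma on rescaled FPKM, which lies 0.15 above the median of all genes on that scale. The 106 genes of oxidative phosphorylation had a median of 0.08 and were called higher (camera adjusted p = 0.0082), with 7 called higher and 0 lower. That call was lost under fry (adjusted p = 0.17), without siControl replicate 3 (camera adjusted p = 0.18) and with limma on rescaled FPKM (camera adjusted p = 0.57). It was also lost after centring within 20 bins of gene length (median 0.011, camera adjusted p = 0.26), so the rise may follow in part from gene length. Relative to the median of all genes the set lay 0.074 higher here and 0.069 higher with limma on rescaled FPKM. UQCRB, COX7C and COX6B2 had the smallest p-values in that set, with log2 fold changes of 0.63, 0.43 and 1.94. For the 20 glycolysis genes the median was 0.13 (camera adjusted p = 0.21), which lay 0.12 above the median of all genes, and 0.11 above it with limma on rescaled FPKM.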

SEMA5B is downregulated in AD and associated with Aβ deposition (Seto et al., 2022). Therefore, impaired expression of these target genes would inhibit neuronal function and cognition. We hypothesize that upregulation of the expression levels of these target genes contributes to the maintenance of neuronal activity in the brain through the cooperative action of PSF and G3BP2. Mechanistically, both PSF and G3BP2 have RNA‐binding domains that regulate RNA processing of their target genes. The mRNA stability of these target genes could be suppressed by the knockdown of PSF and G3BP2, suggesting the role of these RBPs in the post‐transcriptional stabilization of mRNA expression. Moreover, we demonstrated that PSF and G3BP2 bind to the pre‐mRNAs of target genes at the RNA level by performing an RNA immunoprecipitation assay. We set primers against the intron‐exon regions of these target genes to detect pre‐mRNAs that show regulation of target genes at the post‐transcriptional level to promote RNA splicing. Overall, our results suggest that nuclear signaling mediated by PSF and G3BP2 is important to prevent AD development through the post‐transcriptional regulation of important genes involved in neuronal activity.

Furthermore, we examined other paraspeckle factors associated with PSF and G3BP2 signaling. *NEAT1* is a long non‐coding RNA that is enriched in the nucleus and is essential for the nuclear paraspeckle formation (Clemson et al., 2009). Paraspeckles play an important role in many gene regulation processes, such as mRNA retention, A‐to‐I editing, and protein sequestration. *NEAT1* serves as a platform for the recruitment of numerous paraspeckle proteins, including PSF and NONO, to maintain paraspeckle stability, and integrity. We observed improved cell viability and suppressed apoptosis through DNA damage caused by oxidative stress following *NEAT1* knockdown. Thus, our results therefore suggest that *NEAT1* promotes the DNA damage response to cell apoptosis. *NEAT1* is a p53 target gene that plays a role in tumor suppression (Mello et al., 2017). Since the repressive effect of ER on *NEAT1* expression level was suggested by RNA‐seq data, *NEAT1* repression by ER may be involved in the preventive role of ER against oxidative stress (Behl, 2002). Clinically, *NEAT1* is upregulated in AD brain tissues compared to non‐AD tissues. Therefore, these results indicated that *NEAT1* may promote the development of AD. We also investigated the role of NONO in PSF and G3BP2 activity. We observed that the PSF/G3BP2 target genes were not significantly modulated by NONO knockdown. This result suggests that the PSF core action in maintaining neuronal activity is independent of NONO. Therefore, we assume that nuclear effect of PSF/G3BP2 may be independent of paraspeckle.

In summary, our results indicate that PSF and G3BP2 expression are markedly reduced by sporadic AD development and aging. Nuclear interactions between G3BP2 and PSF enhance essential signals for neural activity and maintain cell viability. We propose that decreased function of the RBP complex is important for aging and AD development in the human brain. The gradual loss of fine genetic regulation in aging neuronal cells may explain the neurodegeneration observed in patients with sporadic AD. Thus, the reactivation of the RBP network could be a potential strategy for rescuing cognitive decline in elderly individuals.

## 4 METHODS

### 4.1 Cell culture

U2OS and SH‐SY5Y cells were obtained from the American Type Culture Collection (ATCC). NB1 cells were obtained from Nihon University. U2OS cells were cultured in Dulbecco's modified Eagle medium (DMEM) including 10% fetal bovine serum (FBS), 50 U/mL penicillin, and 50 μg/mL streptomycin. NB1 cells were cultured in Roswell Park Memorial Institute (RPMI) medium including 10% FBS, 50 U/mL penicillin, and 50 μg/mL streptomycin. SH‐SY5Y cells were cultured in advanced DMEM/F‐12 (ThermoFisher) medium including 5 mM L‐glutamine, 10% FBS, 50 U/mL penicillin, and 50 μg/mL streptomycin. All cell lines were cultured at 37°C in a 5% CO_2_ atmosphere. We checked cells for Mycoplasma contamination routinely by Mycoplasma Detection Kit (Jena Bioscience, Jena, Germany). The cell cultures were subcultured at least once monthly using new vials of low‐passage cells stocked for the experiments.

### 4.2 Mice

Three‐ (young), and 24‐months‐old (aged) male or female C57BL/6 J mice were used. All the mice were prepared by the Animal Center of the Tokyo Metropolitan Institute of Geriatrics and Gerontology. All mice used in this study were housed in a specific pathogen‐free (SPF) mouse facility of Tokyo Metropolitan Institute of Geriatrics and Gerontology. The condition for the maintenance was a temperature of 22  ±  2°C, a relative humidity of 55 ± 5%, and a 12:12 h light:dark cycle (lights on, 08:00–20:00). This study was conducted in accordance with ARRIVE guidelines (https://arriveguidelines.org/). The Institutional Animal Care and Use Committee of the Tokyo Metropolitan Institute of Geriatrics and Gerontology inspected and approved our animal experiments (approval no. 2004–2).

### 4.3 Clinical samples

Postmortem brain samples from patients diagnosed with AD or non‐AD controls (non‐AD) were obtained from the Brain Bank of the Tokyo Metropolitan Institute of Geriatrics and Gerontology (https://www.tmig.or.jp/eresearch/a23.html). The protocol for clinical research studies was approved by the Ethics Committees of the Tokyo Metropolitan Institute of Geriatrics and Gerontology (R21‐059) and Tohoku University (2021‐1‐843). Our studies were conducted according to the relevant guidelines and regulations. All the brain tissue samples used in this study were anonymized.

### 4.4 Antibodies

The anti‐NeuN (ab104224), anti‐γH2AX (ab11174), anti‐cleaved PARP1 (ab32064), G3BP1 (ab181150), G3BP2 (ab86135), and anti‐HA (ab9110) antibodies were purchased from Abcam (Cambridge, UK). Mouse monoclonal anti‐β‐actin (A2228) and PSF (WH0006421M2) antibodies were purchased from Sigma‐Aldrich. The mouse monoclonal anti‐Flag (01422383) antibody was obtained from WAKO (Tokyo, Japan). The rabbit polyclonal anti‐PTAU(AT8) (MN1020) antibody was purchased from Thermo Fisher Scientific. The rabbit polyclonal SIRT1 (07131) was purchased from Millipore (Burlington, MA, USA). The rabbit polyclonal PSF (NB100‐61045) was purchased from Novus Biologicals (Centennial, CO, USA). Mouse monoclonal anti‐G3BP1 (611126) and anti‐NONO (611279) antibody was obtained from BD Biosciences (Franklin Lakes, NJ, USA). Mouse monoclonal Amyloid‐β (#10027) was obtained from IBL (Fujioka, Japan). Anti‐phosphorylated‐Tau8 (AT8:90206) was purchased from Fujirebio (Tokyo, Japan).

### 4.5 Transfection and small interfering (siRNA)

Transfection of siRNA was performed using Lipofectamine RNAi MAX (ThermoFisher) as instructed by the manufacturer's protocols. The siRNAs targeting SIRT1 were purchased from Thermo Fisher Scientific (siRNA ID: s223591 (#1) and s223593 (#2)). The siRNAs targeting NEAT1 were purchased from Thermo Fisher Scientific (siRNA ID: n272460 (#1) and n272455 (#2)). The control siRNAs, siPSFs, siNONO, and siG3BP2s have been described previously (Ashikari et al., 2017; Takayama et al., 2017, 2019).

### 4.6 Western blotting

BCA assay kit (Pierce, Tokyo, Japan) was used to determine the protein concentration. The prepared lysates were separated by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐polyacrylamide gels), separated by electrophoresis and transferred electrophoretically. The membranes were reacted with specific primary antibodies at 4°C overnight. We washed membranes with Tris‐buffered saline containing Tween (TBS‐T). Then the membranes were incubated with secondary antibodies for 1 h. Western blotting reagents (Pierce) were used for the detection of antibody–antigen complexes. For IP, lysates were rotated with the indicated antibodies overnight at 4°C. After 2 h of mixing with protein G agarose (GE Healthcare), the beads were washed thrice with lysis buffer, and dissolved into 1× sample buffer (Nacalai). We boiled the mixture at 100°C for 5 min for loading. For nucleus/cytoplasm fractionation, cells were resuspended in 0.5 mL hypotonic solution (10 mM HEPES‐KOH [1 M, pH 7.9], 10 mM KCl, and 1 mM dichlorodiphenyltrichloroethane [DTT]). After incubation for 15 min, we added 1% NP40 and homogenized cells by vortexing. The solution was centrifuged (1000 rpm for 5 min) to pellet the nuclei. The supernatant (cytoplasmic fraction) was recentrifuged (15,000 rpm for 3 min) to remove pellet debris. The nuclear fraction was lysed using RIPA buffer (50 mM Tris–HCl Buffer (pH 7.6), 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, and 0.1% SDS).

### 4.7 qRT‐PCR

Total RNA was extracted using ISOGEN II (Nippon Gene), in accordance with the manufacturer's protocol. Prime Script (TAKARA Bio, Kyoto, Japan) was used for yielding complementary DNA from an equal amount of total RNA according to the manufacturer's instructions. PCR studies were performed using a StepOne PCR System (Thermo Fisher) with KAPA SYBR Green (Sigma‐Aldrich). Expression levels of the experimental samples were calculated by the ΔΔCt method relative to the control gene (human *GAPDH* or mouse β‐actin). The primer sequences are listed in Table S1 and have been described previously (Ashikari et al., 2017; Takayama et al., 2017, 2019).

### 4.8 IHC

The formalin‐fixed tissues were embedded in paraffin and sectioned. Tissue sections were deparaffinized, rehydrated in series of graded ethanol, and rinsed with pure water. Antigen retrieval was conducted by incubating the slides in a water bath at 90°C for 30 min in citric acid buffer (2 mM citric acid and 9 mM trisodium citrate dihydrate [pH 6.0]). A Histofine kit (Nichirei), which is based on the streptavidin–biotin amplification method, was purchased for IHC. After blocking the endogenous peroxidase with 3% H_2_O_2_, the sections were reacted with the primary antibodies overnight at 4°C. 3,3′‐diaminobenzidine solution (1 mM 3,3′‐diaminobenzidine, 50 mM Tris–HCl buffer, pH 7.6, and 0.006% H_2_O_2_) was used for visualizing the antigen–antibody complex.

### 4.9 RNA‐seq

We performed RNA‐seq on SH‐SY5Y cells 72 h after treatment with siPSF #2 (10 nM) or siControl to explore the expression profile regulated by siPSF treatment. Total RNA samples with high quality (RNA integrity score >9.0) were used for poly A‐selected sequencing library preparation by the TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, USA). The libraries were sequenced using a NovaSeq6000 (Illumina) to obtain 50 bp paired‐end reads. Bowtie 2 v. 2.2.6 was used to remove the rRNA sequences. Mapping to the human genome (hg38) was conducted using TopHat 2.1.0. Alignments were generated in a Sequence Alignment Map (SAM) format from the obtained paired‐end reads. For expression analysis, the Human RefSeq mRNA database was used and the number of mapped sequenced tags was calculated. Expression levels of each transcript were normalized to reads per kilobase of exons per million mapped reads (RPKM) to compare among different samples.

### 4.10 RIP assay

Nuclear fractions of the cells were prepared as described above. Nuclei were lysed with RIP buffer (150 mmol/L KCl, 25 mmol/L Tris–HCl, pH 7.4, 5 mmol/L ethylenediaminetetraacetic acid (EDTA), 0.5% NP40, and 0.5 mM DTT). Lysates were reacted with mouse IgG, anti‐G3BP2, or anti‐PSF (5 μg each) by rotating overnight at 4°C with rotation. Protein‐RNA complexes were precipitated using Protein G Sepharose 4 Fast Flow (GE Healthcare), and bead‐associated RNAs were extracted using ISOGEN reagent.

### 4.11 Statistics and reproducibility

Data are shown as mean ± SD. A two‐sided Mann–Whitney *U* test or Student's *t* test was performed to evaluate the statistical significance between the two groups. A one‐way analysis of variance (ANOVA) with Tukey's post‐hoc test was used to compare more than two samples. The statistical tests are described in the figure legends. Statistical significance was set at *p* < 0.05. The qPCR experiments of cell lines were conducted in technical replicates. Biological replicate samples were used for all other analyses. We used GraphPad Prism ver. 6.0 (La Jolla, CA, USA) and Microsoft Excel (Microsoft Corp., Redmond, WA) for the statistical analyses. All experiments were performed at least twice and similar results were observed.

## AUTHOR CONTRIBUTIONS

K.T. designed the study; K.T. and K.S. performed the experiments; T.S. performed immunohistochemical analysis of clinical samples; Y.S. provided human brain tissues; and K.T. and S.I. wrote the manuscript.

## FUNDING INFORMATION

This work was supported by grants from the Japan Society for the Promotion of Science, Japan (21H04829 (S.I.), 20 K07350 (K.T.) and 22H04923 (CoBiA, K.T. and Y.S.)), the Naito Foundation (K.T.), Takeda Science Foundation (K.T. and S.I.), Integrated Research Initiative for Living Well with Dementia (IRIDE) of the Tokyo Metropolitan Institute for Geriatrics and Gerontology (Y.S. and S.I.), AMED (JP21wm0425019 (Y.S.)), Ministry of Health, Labour and Welfare of Japan (JPMH23FC1008 (Y.S.)).

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing financial interests.

## Supporting information

**Data S1:** Supporting Information.

## Data Availability

RNA‐seq data were deposited in the Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo; accession number: GSE256401). All other study data are included in the article and/or supplementary figures.

# Supplementary material for: Cooperative nuclear action of RNA‐binding proteins PSF and G3BP2 to sustain neuronal cell viability is decreased in aging and dementia
**Source:** Aging Cell. 2024 Aug 18;23(12):e14316. doi: 10.1111/acel.14316

## **1. Supporting Methods**

### **1.1 IF**

Cells were plated and cultured on 12-mm circular coverslips (Matsunami-glass, Osaka, Japan) in 24-well plates. The cells were fixed with 4% paraformaldehyde for 10 min at room temperature, and then permeabilized with 0.5% Triton X-100 in phosphate-buffered saline (PBS) for 2 min. After washing with PBS, the cells were blocked with Blocking One (Nacalai, Tokyo, Japan) for 30 min. Cells were incubated with anti-PSF, G3BP1, and G3BP2 antibody in PBS overnight at 4 °C. After washing three times with PBS, the cells or specimens were reacted with anti-mouse IgG conjugated to Alexa Fluor 546 or anti-rabbit IgG conjugated to Alexa Fluor 488 (Life Technologies) in PBS for 1 h. Nuclei were counterstained with 4', 6-diamidino-2-phenylindole (DAPI). Cells or specimens were washed thrice with PBS and coverslips were mounted in glycerol. Cells were subsequently observed and the images were obtained using a confocal laser scanning microscope (FV10i; Olympus, Tokyo, Japan). For mouse tissue specimens, antigen retrieval was conducted by heating the slides in a water bath at 90 °C for 30 min in citric acid buffer (2 mM citric acid and 9 mM trisodium citrate dihydrate [pH 6.0]) after deparaffinization. An M.O.M immunodetection kit (VECTOR, Burlingame, CA, USA) was used in accordance with the manufacturer's instructions.

### **1.2 Med-IP**

Genomic DNA was prepared from mouse and human brain tissue using a DNeasy Blood & Tissue Kit (Qiagen). Methylated DNA was isolated from 1.0 µg of sonicated DNA by a Methylamp Methylated DNA Capture (MeDIP) Kit (Epigentek) according to the manufacturer's protocol. Briefly, sonicated DNA was loaded to the 5-mC antibody-coated wells and incubated for 2 h at room temperature with shaking. After reaction with proteinase K for 60 min at 65 °C, the DNA was eluted and adjusted to a final volume of 100 µL with nuclease-free water. Fold enrichment compared to the input was determined by qPCR using KAPA SYBR Green PCR master mix and the ABI StepOne system (Thermo Fisher Scientific). The human and mouse *GAPDH* promoter regions were used as negative control loci to normalize. The primer sequences are listed in Table S1.

### **1.3 TUNEL assay**

The DEADEND fluorometric TUNEL system (Promega, Madison, WI, USA) was used for detecting cell apoptosis. Slides were stained according to the manufacturer's protocol. DAPI (Nakarai, Tokyo, Japan) was used to counterstain nuclei. TUNEL-positive cells were imaged and photographed using confocal laser scanning microscopy (Fluoview FV10i; OLYMPUS, Tokyo, Japan). We counted the number of cells in five random fields in the three tumors. Data were shown by calculating the mean ± standard deviation (S.D.).

#### **1.4 *in vitro* binding assay**

Using HA- or Flag-tagged PSF and G3BP2 expression vectors, the proteins were overexpressed in 293T cells. For proteins purification, Flag (M2) agarose beads (Sigma-Aldrich) and HA agarose beads (Wako) were used. The slurry was then centrifuged at 1500×g for 1 min. The resin pellets were washed three times with 1 mL of NP40 lysis buffer. After centrifugation and removing supernatant, the protein was eluted twice with 100 µL of elution buffer (0.1 mol/L Glycine-HCl (pH2.4)). We added 10 µL 1 M Tris-HCl buffer (pH10.4) to the samples. *In vitro* binding assays were conducted as described (Takayama et al., 2021). Purified proteins were dissolved in binding buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.1% Triton X-100, 1 mM dithiothreitol, and 1x protease Inhibitor Cocktail (Nacalai)) and incubated with anti-HA beads (Wako) at 4 °C for 2 h by rotating. HA-G3BP2 or HA-PSF were then immunoprecipitated, and bound proteins were analyzed by western blotting as described above.

#### **1.5 MTS assay**

Cells ( $1 \times 10^3$ ) were plated in 96-well plates. After treating with siRNAs, cells were cultured for indicated time period. [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt] (MTS)-based assays were performed to measure cell growth rate using the CellTiter 96 Aqueous Kit (Promega) according to the manufacture's protocol. The MTS assay was conducted in four wells for each group.

## **2. Supporting References**

Takayama K, Kosaka T, Suzuki T, Hongo H, Oya M, Fujimura T, Suzuki Y, Inoue S. Subtype-specific collaborative transcription factor networks are promoted by OCT4 in the progression of prostate cancer. *Nat Commun.* 2021;12(1):3766. doi: 10.1038/s41467-021-23974-4.

## Supporting Figure Legends

### Figure S1. PSF and G3BP2 expression level is declined by aging in mouse brain.

- (A) Age-dependent expression changes of *Psf* mRNA in mice brain. Quantitative RT-PCR analysis was performed to measure the mRNA expression of *Psf* in mice brain samples (cerebrum, female: N = 9, male: N=11). Mann-Whitney U-test was performed to determine P-value. Data represents mean  $\pm$  SD.
- (B) Age-dependent expression changes of *G3bp2* mRNA in mice brain. Quantitative RT-PCR analysis was performed to measure the mRNA expression of *G3bp2* in mice brain samples (cerebrum, female: N = 9, male: N=11). Mann-Whitney U-test was performed to determine P-value. Data represents mean  $\pm$  SD.
- (C) Locations of primers for Med-IP assay in the CpG islands of *Psf/Sfpq* promoter are indicated (CPG-1, and CPG-2).
- (D) Age-dependent expression changes of Psf, G3bp1/2 protein in mice brain (Cerebrum and hippocampus). Western blot in young and old mice is shown (N=3 for female and male).  $\beta$ -actin was used as loading control.

### Figure S2. PSF interacts with G3BP2 predominantly in the nucleus of neuronal cells.

- (A) Immunostaining of PSF and G3BP2 in NB1 neuronal cells. Cells were treated with 100  $\mu$ M AS or 1 mM H<sub>2</sub>O<sub>2</sub> for 1h. Bar=10 $\mu$ M. Arrows indicate cytoplasmic granules including G3BP2 and PSF signals.
- (B) Interaction of G3BP2 and PSF in the nucleus of neuronal cells. NB1 cells were treated with 100  $\mu$ M AS or 1 mM H<sub>2</sub>O<sub>2</sub> for 1h. Cell lysates from nuclear and cytoplasmic fraction were immunoprecipitated by anti-G3BP2, anti-PSF or nonspecific IgG. Western blot analysis was performed to evaluate protein expression.
- (C) *In vitro* binding assay using purified proteins (PSF and G3BP2) tagged with Flag or HA immunoprecipitated by HA-antibody.
- (D) G3BP2 interaction with PSF is dependent on C-terminal region. Four HA-tagged deletion mutants of G3BP2 were constructed as indicated. 293T cells were transfected with Flag-PSF and HA-G3BP2 deletion proteins. Immunoprecipitation with anti-HA antibody and subsequent immunoblots with indicated antibodies were performed.

### Figure S3. Distinct roles of C-terminal and N-terminal domain of PSF for cellular localization.

- (A) Schematic summary of plasmids of PSF deletion mutants (HA-tagged full length,  $\Delta$ C,  $\Delta$ C $\Delta$ R, RBD,  $\Delta$ N)
- (B) Distinct roles of C-terminal and N-terminal domain of PSF for cellular localization. U2OS cells

were transfected with HA-PSF. After 24 h incubation, cells were treated with 100  $\mu$ M AS for 1h. Immunofluorescence was performed by using anti-G3BP1 and anti-HA antibody and then specimens were observed by confocal microscope. Transfected PSF-deletion mutants were observed in both nucleus ( $\Delta$ N) and stress granules ( $\Delta$ C). Bar =10 $\mu$ m.

- (C) RNA-binding region of PSF is important for the interaction between PSF and G3BP2. Five HA-tagged deletion mutants of PSF were constructed as indicated. 293T cells were transfected with Flag-G3BP2 and HA-PSF deletion proteins. Immunoprecipitation with anti-HA antibody and subsequent immunoblots with indicated antibodies were performed.

**Figure S4. Induction of apoptosis by silencing PSF and G3BP2 in another neuronal cell line.**

- (A) Silencing of G3BP2 and PSF expression in another neuronal cells. NB1 cells were treated with siG3BP2 #1, #2 (5 nM), siPSF #1, #2 (10 nM), or siControl as indicated. Protein expression level of G3BP2 and PSF were evaluated by western blot analysis.  $\beta$ -actin was used as loading control.
- (B) NB1 cells were treated with siG3BP2 #1 (5 nM), siPSF #1 (10 nM), or siControl as indicated. Total RNA was extracted and qRT-PCR was performed to analyze the expression level of *G3BP2* and *PSF* at mRNA level (N=3). Two-sided t-test was performed to determine P-value (vs. siControl). Data represents mean  $\pm$  SD.
- (C) Silencing of G3BP2 and PSF expression induced apoptosis in neuronal cells. NB1 cells were treated with siG3BP2 #1, #2 (5 nM), siPSF #1 (10 nM), or siControl as indicated for 48 h. Protein expression level of cleaved PARP1, G3BP2 and PSF were evaluated by western blot analysis.  $\beta$ -actin was used as loading control.
- (D) NB1 cells were treated with siControl, siPSF #2, or siG3BP2 #1 as indicated. Total RNA was extracted and qRT-PCR was performed to analyze the expression level of G3BP2/PSF-target genes at mRNA level (N=3). Two-sided t-test was performed to determine P-value (vs. siControl). Data represents mean  $\pm$  SD.
- (E) NB9 cells were treated with siControl, siPSF #2, or siG3BP2 #1 as indicated. Total RNA was extracted and qRT-PCR was performed to analyze the expression level of G3BP2/PSF-target genes at mRNA level (N=3). Two-sided t-test was performed to determine P-value (vs. siControl). Data represents mean  $\pm$  SD. \*:P < 0.05, \*\*:P < 0.01, \*\*\*P < 0.001.
- (F) SH-SY5Y cells were treated with siControl, siNONO #1, #2 (10 nM) as indicated. Total RNA was extracted and qRT-PCR was performed to analyze the expression level of G3BP2/PSF-target genes at mRNA level (N=3). Data represents mean  $\pm$  SD.

**Figure S5. NEAT1 has a promoting role in DNA damage-triggered apoptosis of neuronal cells.**

- (A) Silencing of *NEAT1* expression in neuronal cells. SH-SY5Y cells were treated with si*NEAT1* #1,

- #2 (10 nM), or siControl as indicated. *NEAT1* mRNA expression level was evaluated by qRT-PCR analysis.
- (B) Cell proliferation assay of neuronal cells. SH-Y5Y cells were transfected with siControl, si*NEAT1* #1, #2 (10 nM) as indicated. After 72 h incubation, MTS assay was used to quantify the cell growth rate (N=4, biological independent). \*\*P < 0.01. Two-sided t-test was performed. Data are presented as average  $\pm$  S.D.
- (C) Silencing of *NEAT1* expression repressed apoptosis in neuronal cells. SH-SY5Y cells were treated with siNEAT1 #1, #2 (10 nM), or siControl as indicated for 72 h. Then cells were treated with 1 mM H<sub>2</sub>O<sub>2</sub> for 1h. Protein expression level of cleaved PARP1 and  $\gamma$ -H2AX were evaluated by western blot analysis.  $\beta$ -actin was used as loading control.
- (D) Repressive effect of estrogen on *Neat1* mRNA expression level in mice brain. RNA-seq data of gene expression in mice brain (N=6) was downloaded (GSE144717). RPKM: Reads per million mapped reads.

**Figure S6. Enhancement of mRNA post-transcriptional regulation by G3BP2 and PSF.**

- (A) U2OS cells were transfected with Flag-PSF and HA-G3BP2 as indicated. After 24 h incubation, cells were harvested for immunoprecipitation by anti-APP, anti-Flag or anti-HA antibody. Western blot analysis was performed to evaluate protein expression.  $\beta$ -actin was used as loading control.
- (B) U2OS cells were transfected with Flag-PSF and HA-G3BP2 as indicated. After 24 h incubation, cells were harvested for total RNA extraction. qRT-PCR was performed to analyze the expression level of *APP* and *MAPT* at mRNA level (N=). Two-sided t-test was performed to determine P-value (vs. Vec). Data represents mean  $\pm$  SD.
- (C) Stability of G3BP2/PSF-target transcripts in SH-SY5Y and NB1 cells treated with siPSF, siG3BP2 or siControl. Cells were incubated with 2  $\mu$ g/ml actinomycin D for the indicated times, and target RNA quantities at different time points were evaluated by qRT-PCR (N=3). Two-sided t-test was performed to determine P-value (vs. siControl). Data represents mean  $\pm$  SD.
- (D) Interaction of G3BP2 and PSF protein with pre-mRNA of G3BP2/PSF-target genes. RNA immunoprecipitation (RIP) assay of G3BP2 and PSF was performed in NB1 cells. Pre-mRNA quantities were evaluated by qRT-PCR (N=3). Normal IgG was used as negative control. *GAPDH*: negative control locus. Two-sided t-test was performed to determine P-value (vs. *GAPDH*). Data represents mean  $\pm$  SD. \*:P < 0.05, \*\*:P < 0.01, \*\*\*P < 0.001.

**Figure S7. Reduced expression of G3BP1/2 in hippocampus of human AD brain tissues compared with controls.**

- (A) Hippocampus brain tissues from non-AD controls (N=4) were stained with G3BP1/2.

Representative images of G3BP2 IHC including CA1 or parahippocampal gyrus are shown. Bar = 100  $\mu$ m

(B) Representative images of G3BP1 IHC including CA1 or parahippocampal gyrus are shown. Bar = 100  $\mu$ m

(C) Hippocampus brain tissues from AD controls (N=6) were stained with G3BP1/2 and PTAU(AT8). Representative images of IHC including CA1 are shown. Bar = 100  $\mu$ m

(D) Representative images of IHC in parahippocampal gyrus regions are shown. Bar = 100  $\mu$ m

(E) Expression level of *NONO* in the brain of AD patients (N = 176, female: 88, male:88) or control (non-AD) (N = 187, female: 85, male: 102). A large transcriptome data (GSE15222) was used. Unpaired t-test was performed to obtain P-values. N.S: not significant. Data represents mean  $\pm$  SD.

**Table S1. Sequences of primers for qPCR analysis**

*Mouse G3bp2*

Fw: GTACAGGTCATGGGCTTGCT

Rv: TTGCACAGGTTTCAGGAGACG

*Mouse Psf*

Fw: GTGGGGAATCTACCTGCTGA

Rv: GAACCCTTTGCCTTTGTTGA

*Mouse  $\beta$ -actin*

Fw: GCAAGTGCTTCTAGGCGGAC

Rv: AAGAAAGGGTGTAACGCAGC

5-mC PCR

*Mouse Gapdh*

Fw: CTGCAGTACTGTGGGGAGGT

Rv: CAAAGGCGGAGTTACCAGAG

Psf CPG-1

Fw: CGCACGGAGGAGAAGATCTC

Rv: ATTACCGCCAAGACGTGAGG

Psf CPG-2

Fw: GTCCAAAAGGCGGCAAGATG

Rv: GAGATCTTCTCCTCCGTGCG

*G3BP2*

RIP-PCR

1

Fw: CTTCCGAGGCTTCCGAGTTG

Rv: AATGTCCCTTTCCGACCACC

2

Fw: GGTGTAGCGGCAGAGACATT

Rv: AAACCTCAACCCACCTGTG

*GAPDH*

RIP-PCR

Fw: TCTCTGCTCCTCCTGTTCGA

Rv: GAGGGAGAGAACAGTGAGCG

*NEAT1*

RT-PCR

Fw: CCAGTTTTCCGAGAACCAAA

Rv: ATGCTGATCTGCTGCGTATG

*PRKN*

RIP-PCR

Fw: ATTTAACCCAGGAGAGCCGC

Rv: GTCATTGACAGTTGGCACCG

RT-PCR

Fw: AGGAAAGTCACCTGCGAAGG

*NRG3*

RIP-PCR

Fw: GGAAGTCCAAGTACCCAGGC

Rv: GGAGGGCAGAAGGGAACTC

RT-PCR

Fw: TGGAATTGTCATCGTGGGCA

Rv: TCACAGGATGCCTTTCCACC

*SRRM4*

RIP-PCR

Fw: GTTCTGGCGAGGAACCTTCA

Rv: AGTGACGGGAAAAGACAGGC

RT-PCR

Fw: CAGGGAACTCCTTCACCACC

Rv: AAGAGGTGGATCGGCTTTGG

*SEMA5B*

RIP-PCR

Fw: CAGCCCATCTGGTTAGCTCC

Rv: CCTCACCTACCTGGCTTCAA

RT-PCR

Fw: CCTACAGCGAGATTCCCGTC

Rv: TTCATTCTTCGGGGTGCCTC

*INHBA*

RT-PCR

Fw: CTTGCTGGTGCTCAGGGTAA

Rv: TTCTGGTCCCCACTCTTCCA

*MAPT/TAU*

RT-PCR

Fw: GAAAGAATCTCCCCTGCAGACCC

Rv: CCTGCTTCTTCAGCTTCCGCT

5-mC PCR

*G3BP2*

Fw: AACCCAGCTGTTGGTGAGAG

Rv: CGTGTCCCCAAAGCAGTTTG

*PSF*

Fw: AGGAAACCTCCCCTAGCCTT

Rv: GAGTGTCTATGGGAGCGACG

**A** Cerebrum

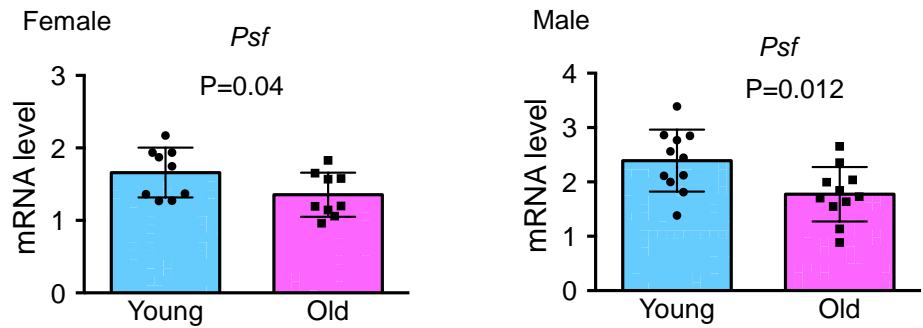

**B**

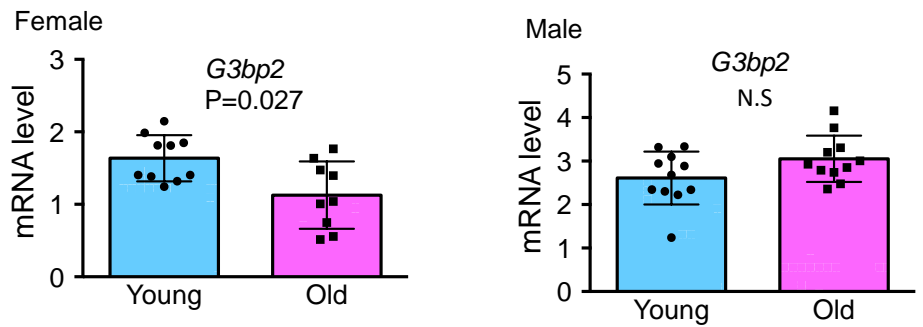

**C**

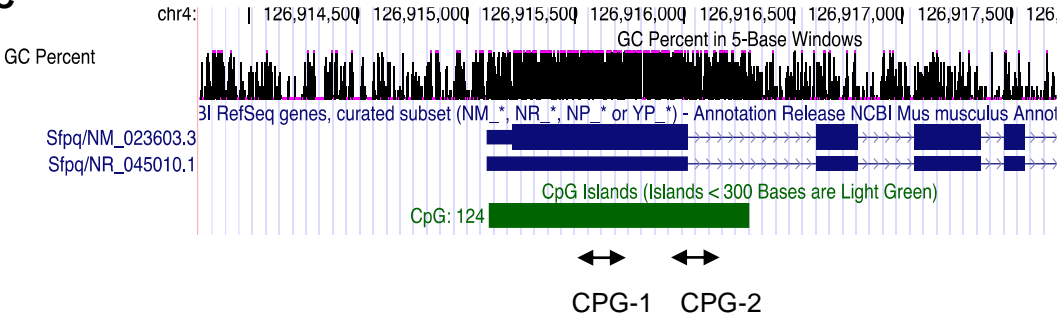

**D**

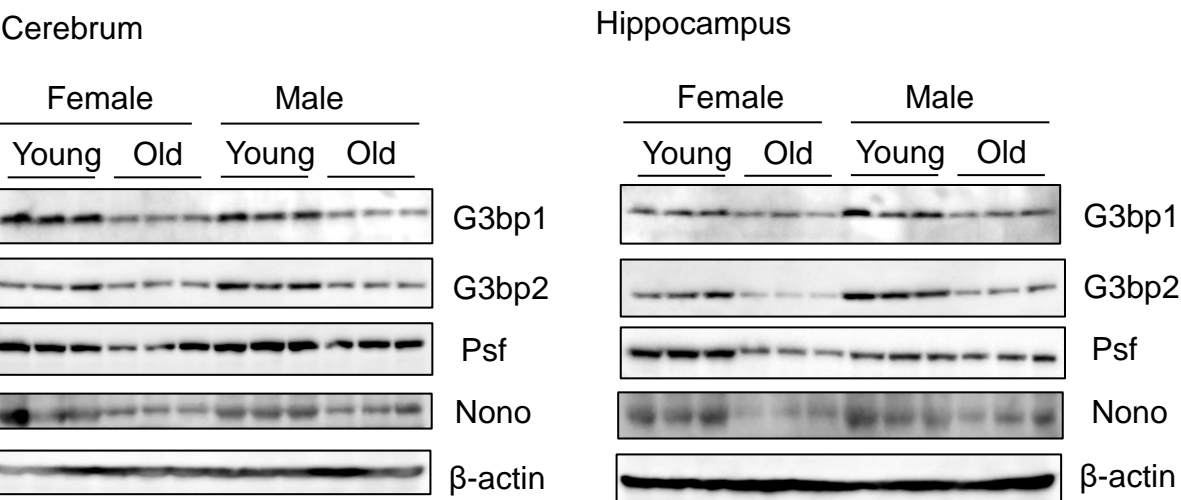

Figure S1

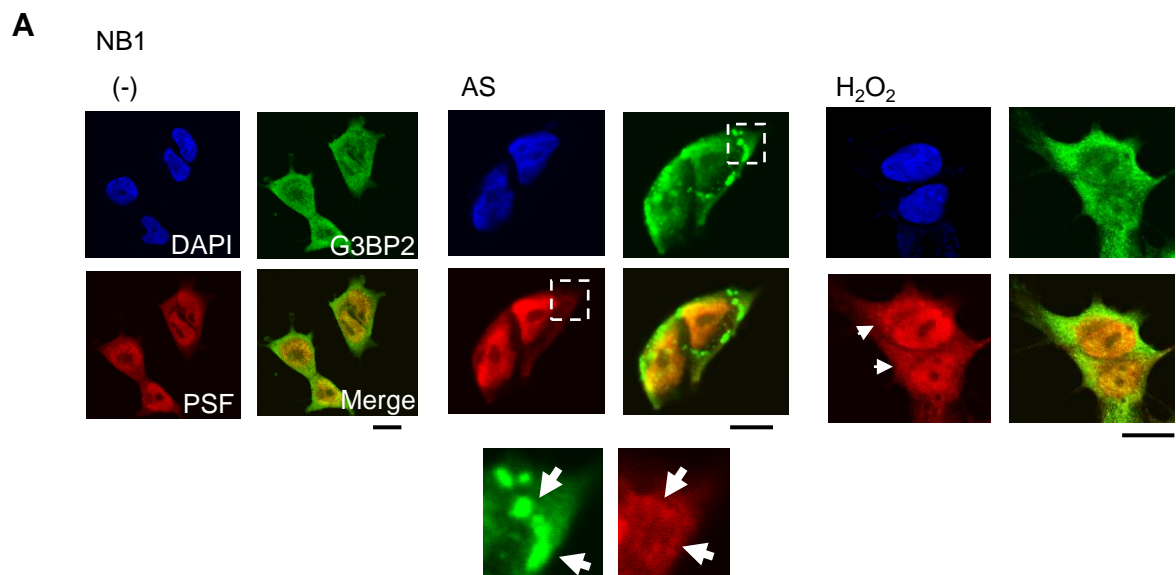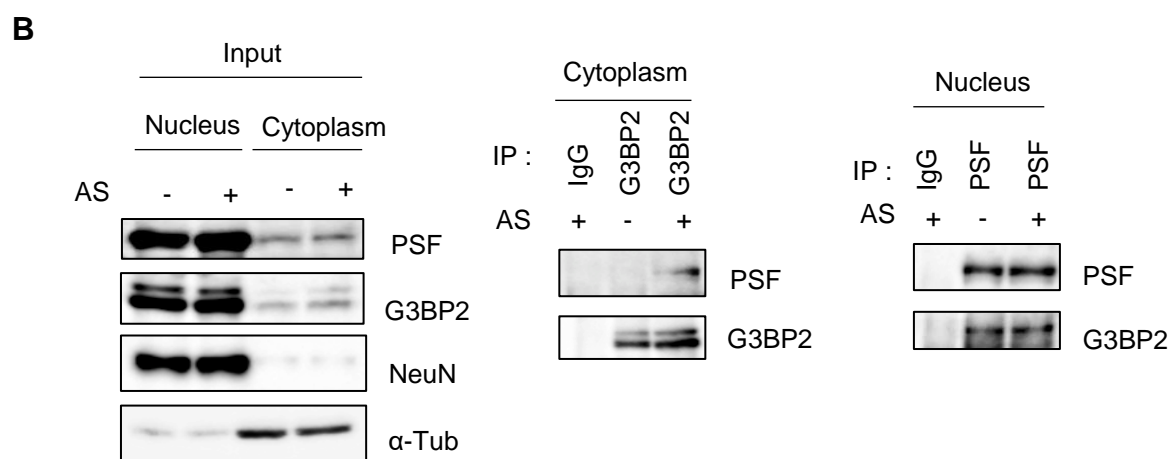

**C** *in vitro* binding assay

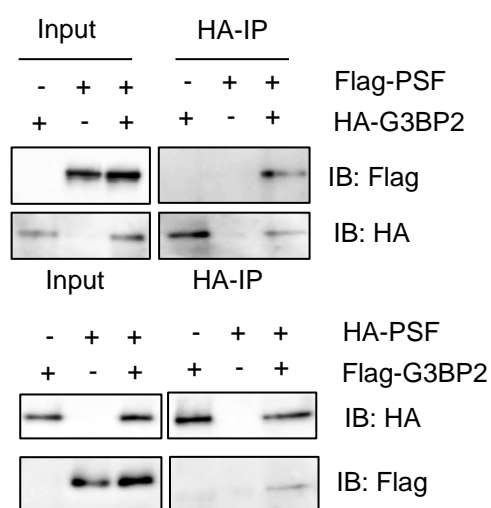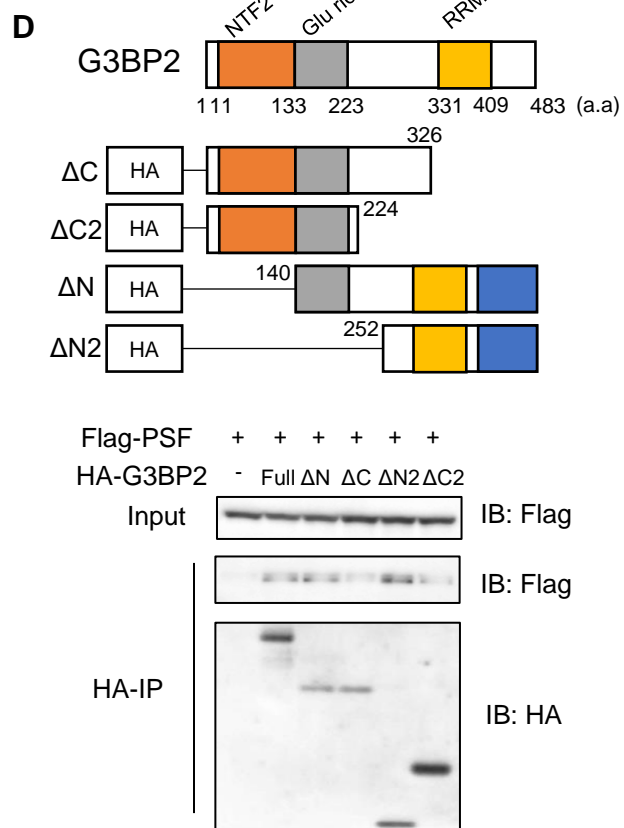

Figure S2

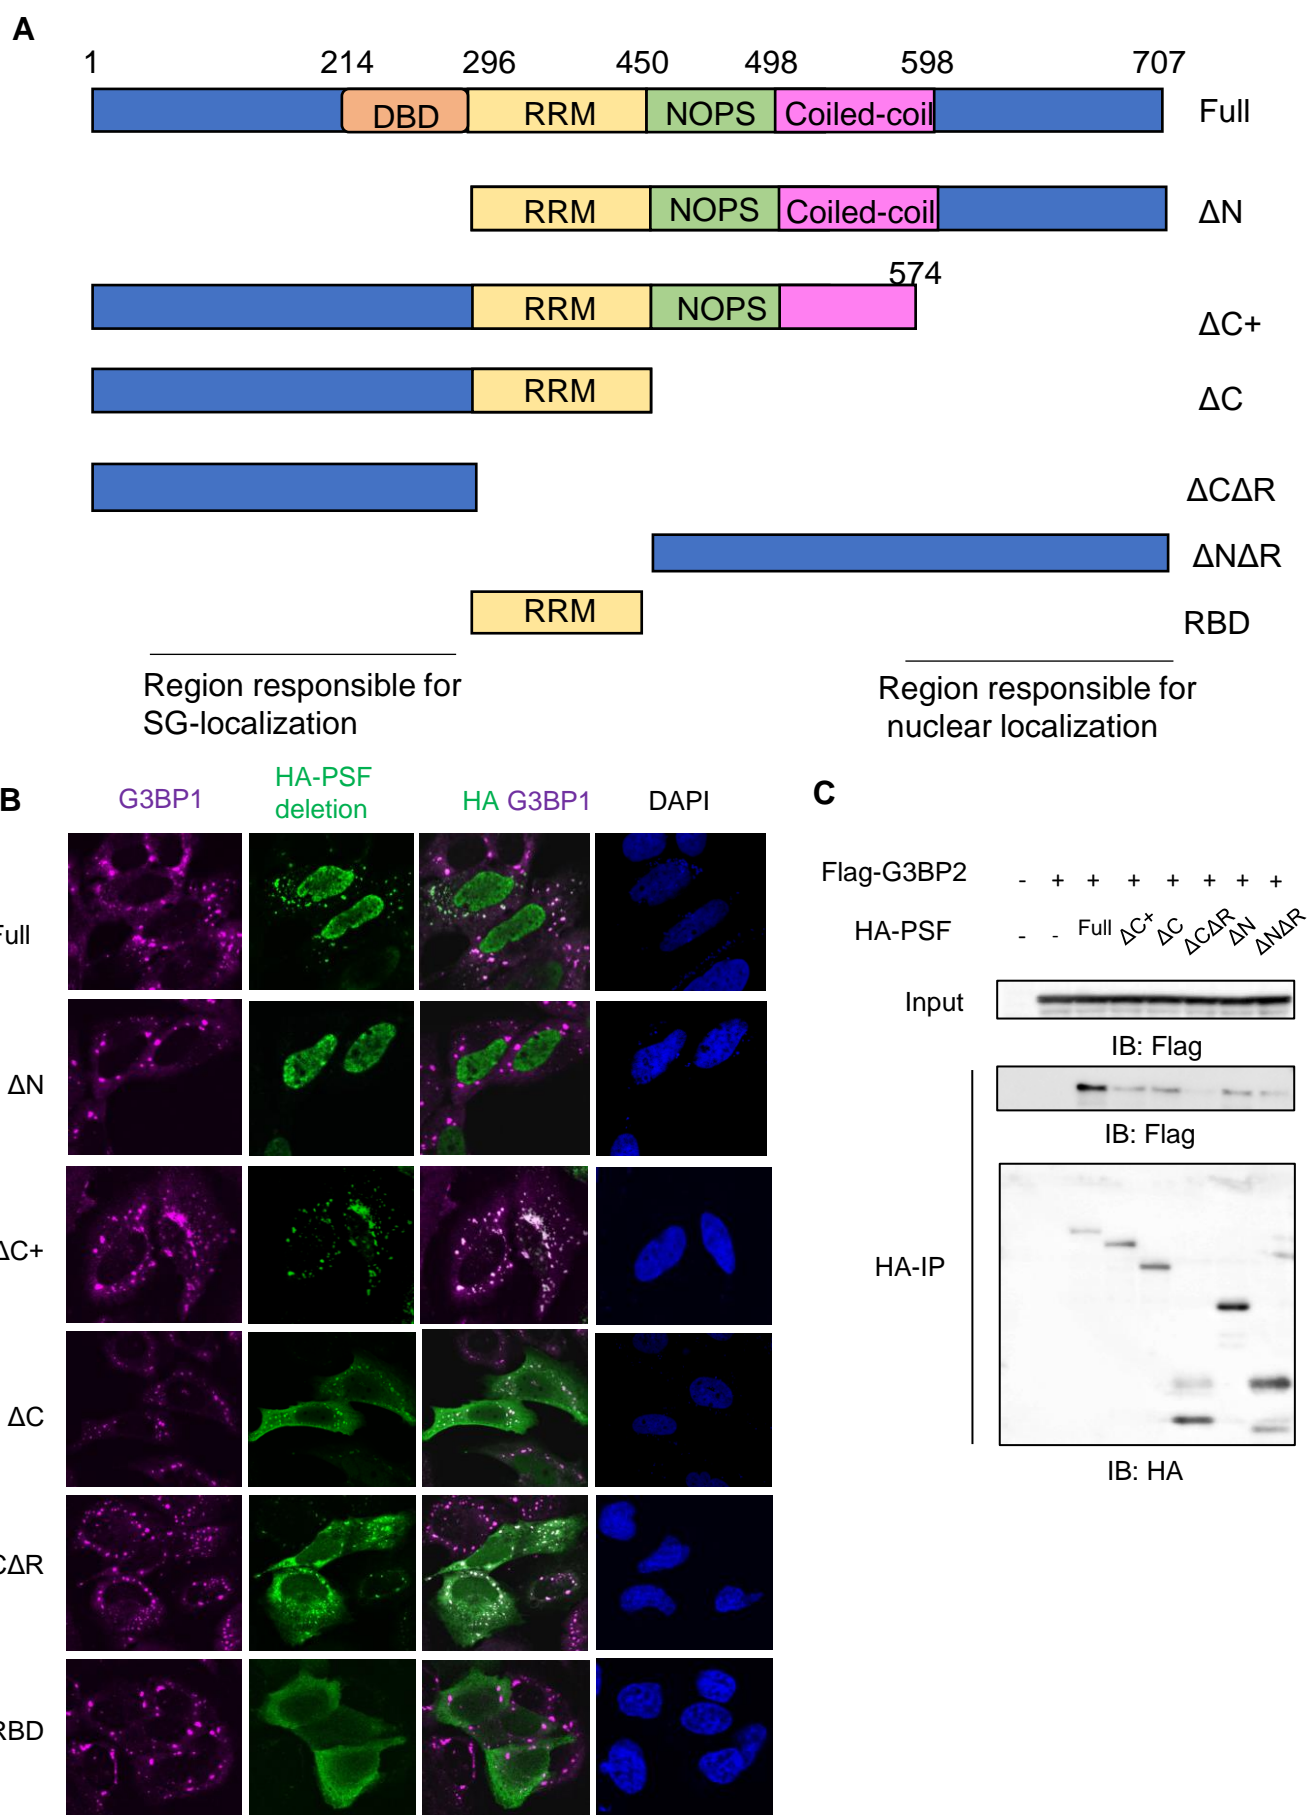

Figure S3

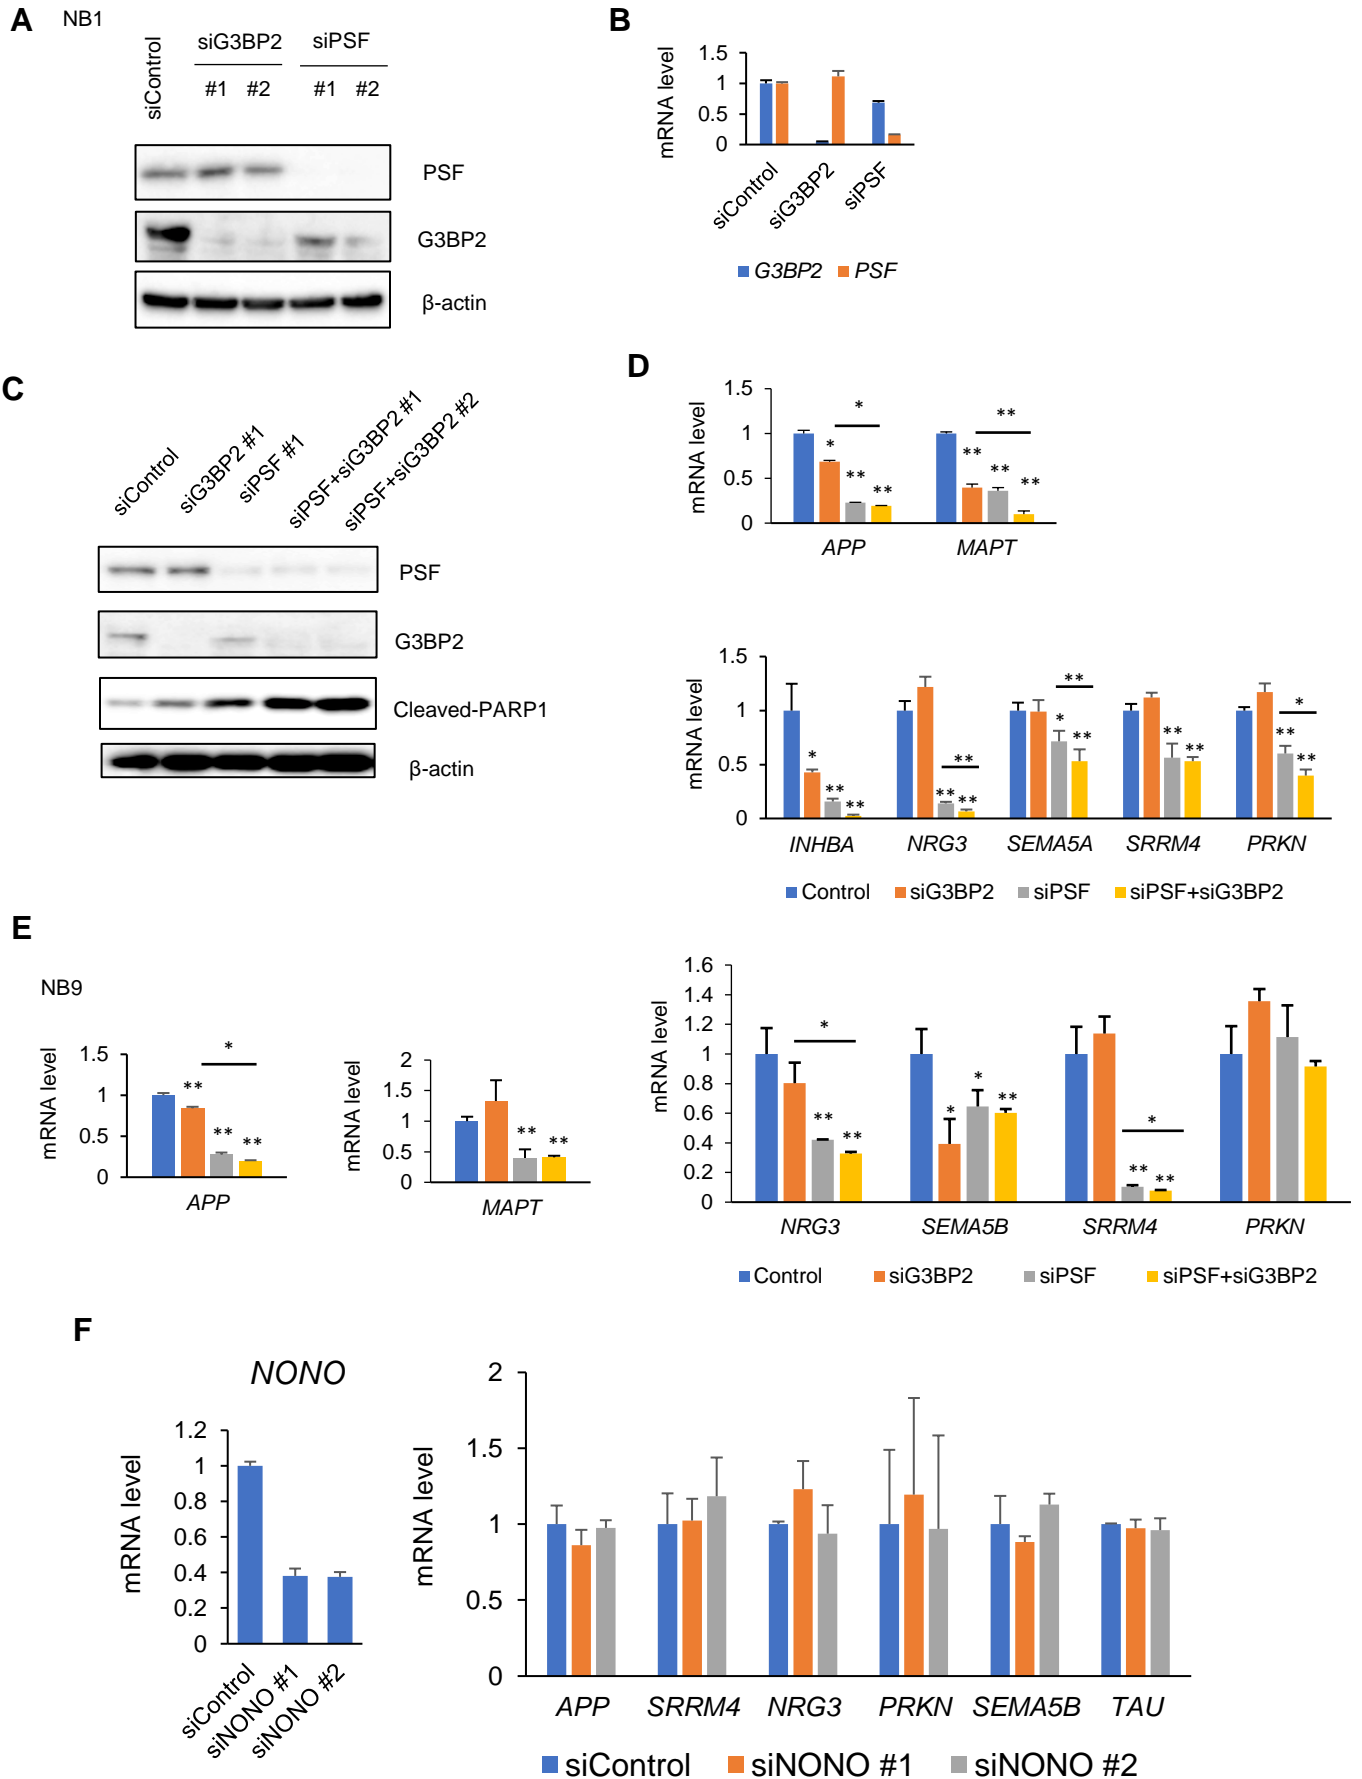

Figure S4

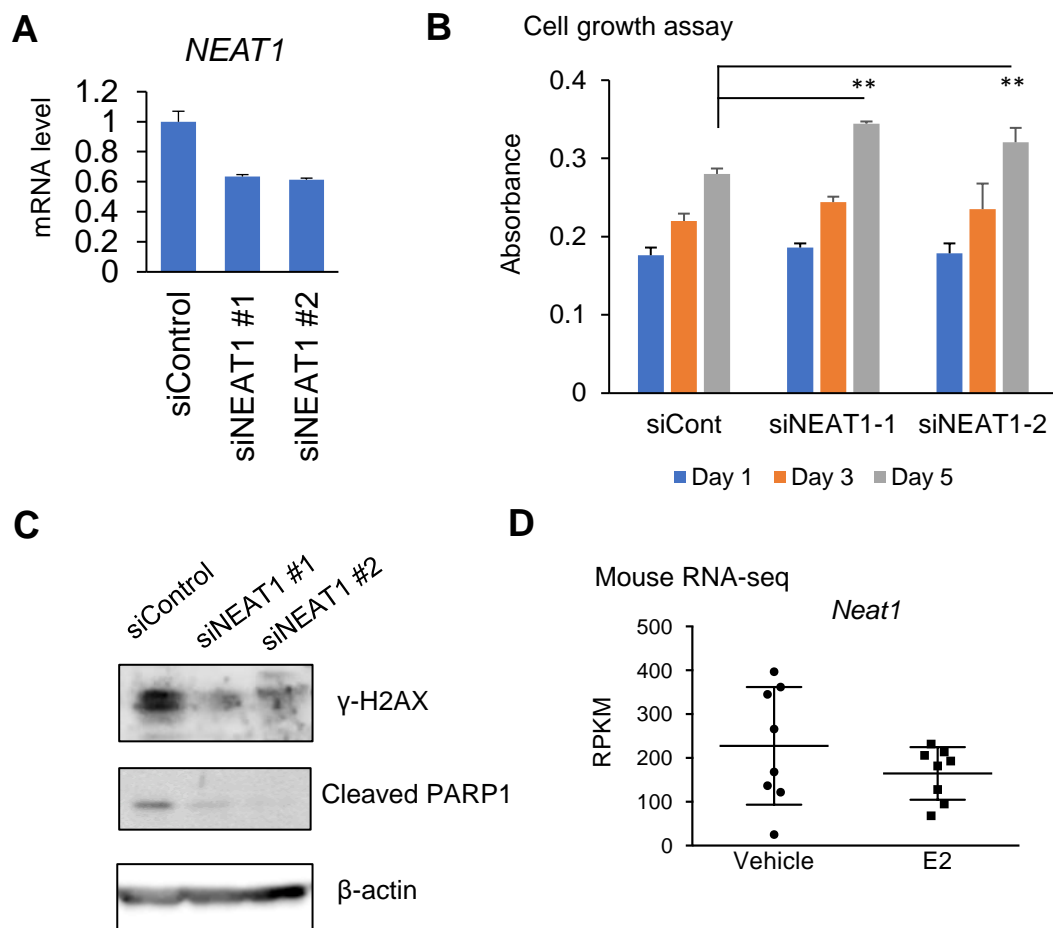

Figure S5

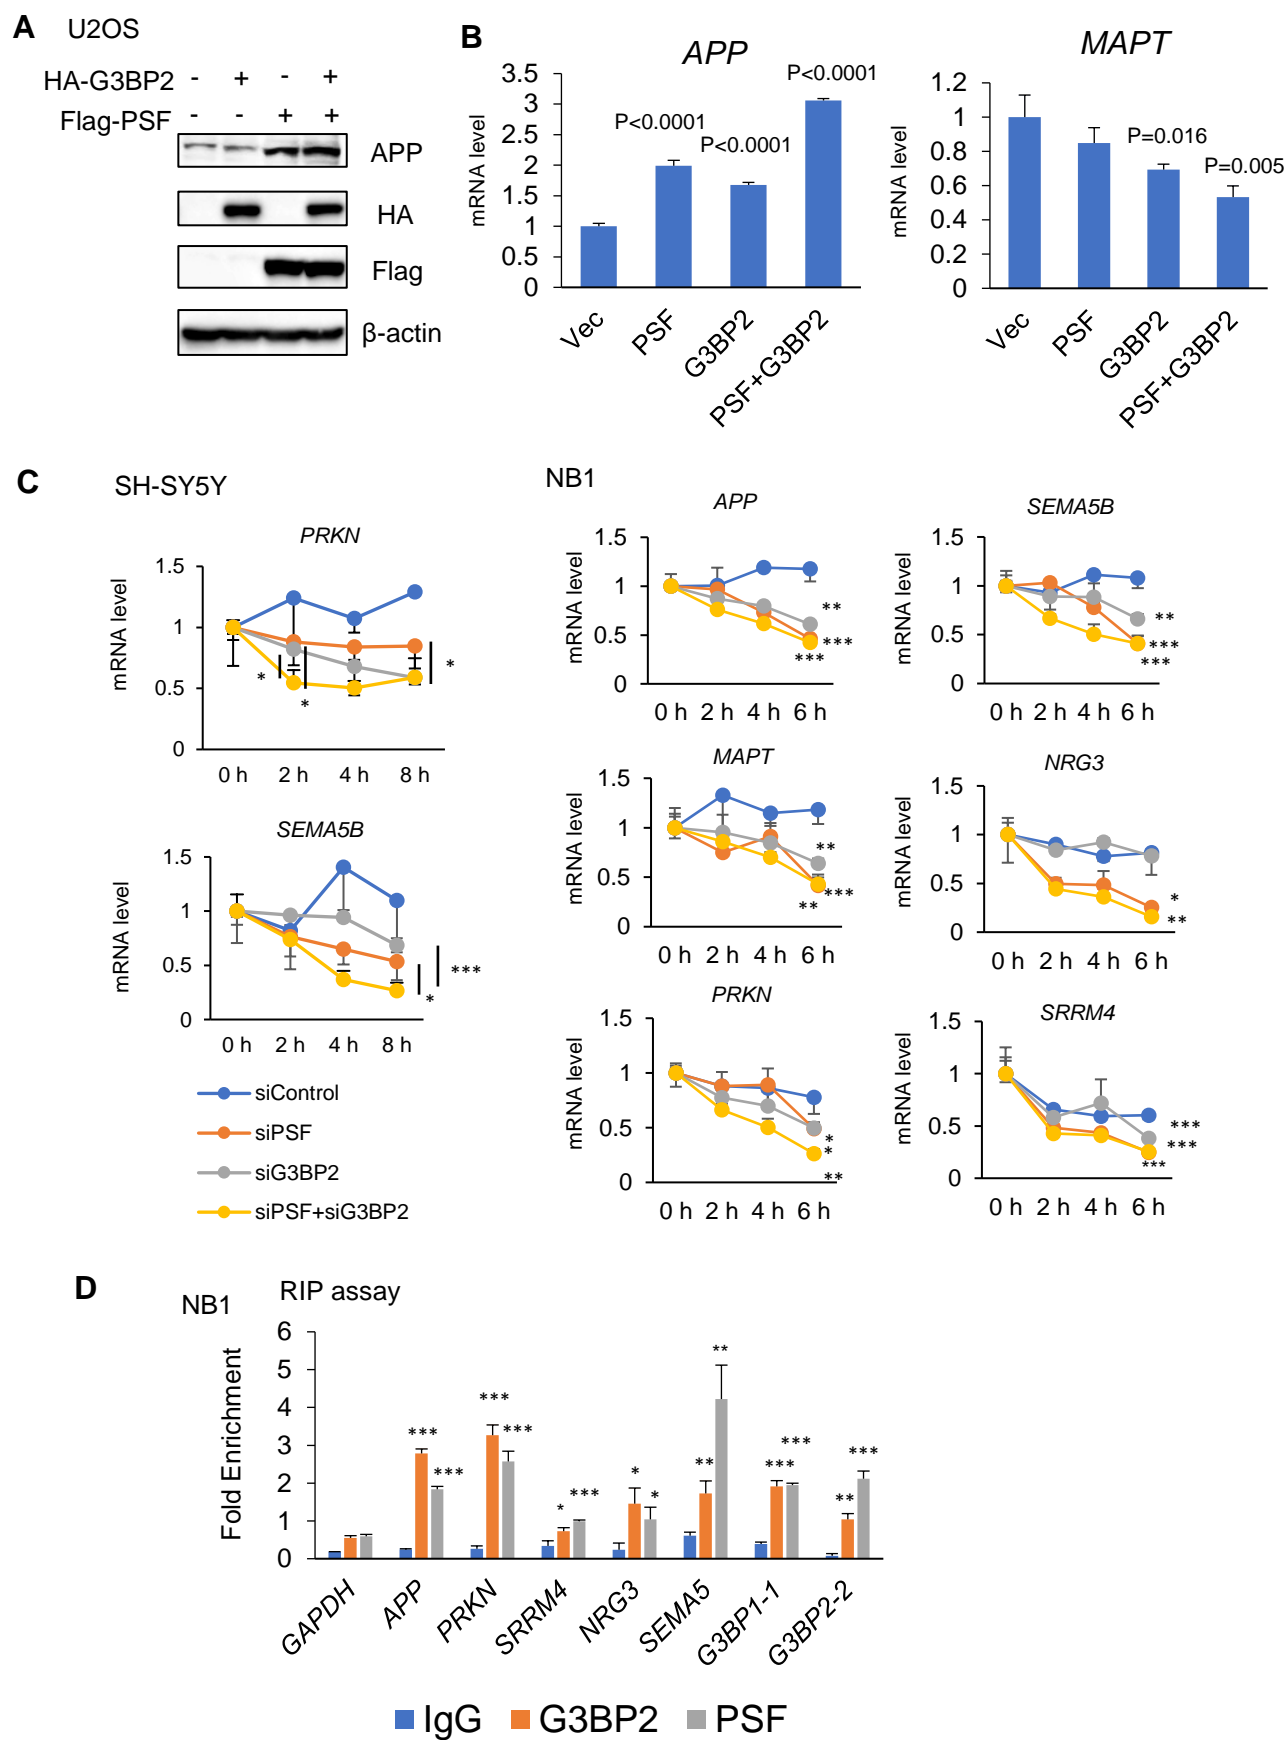

Figure S6

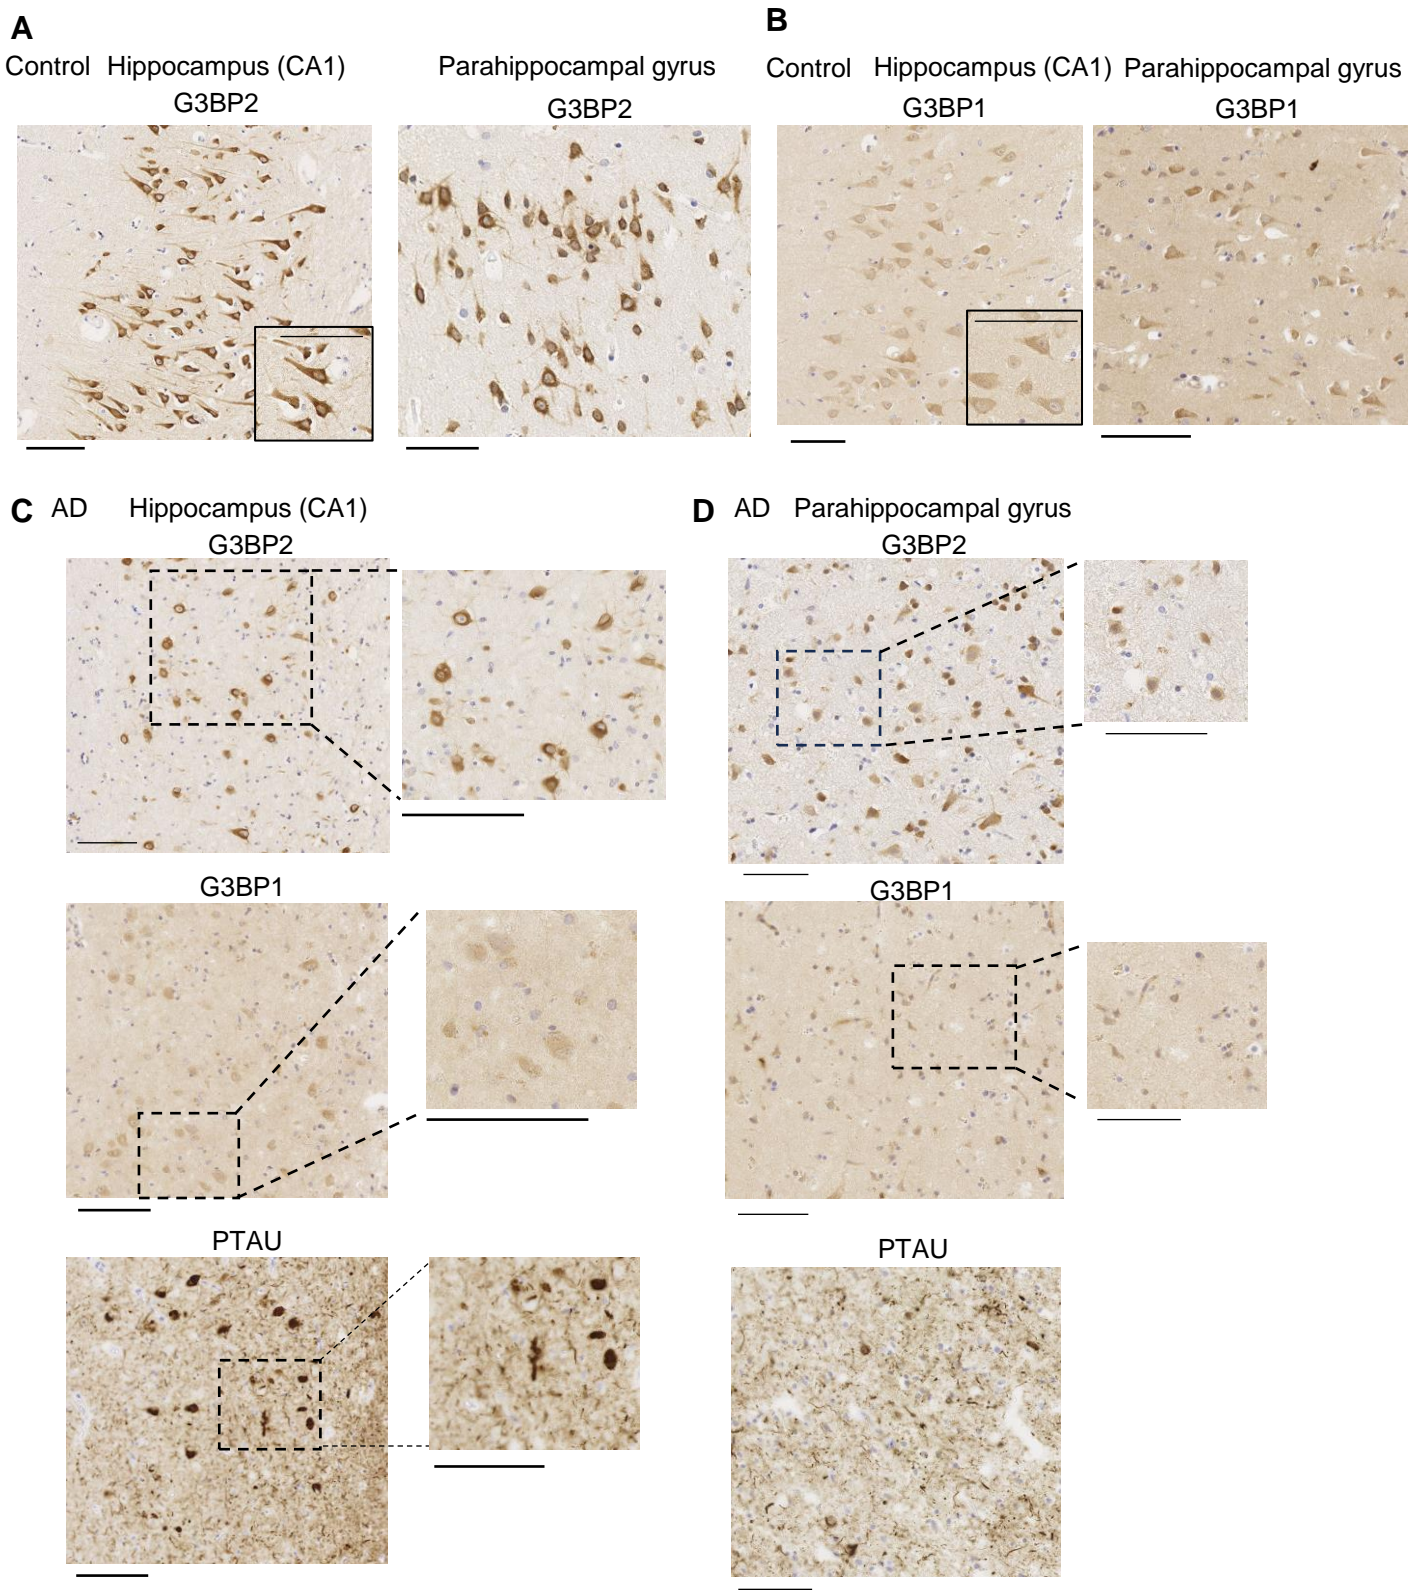

**Supplement:** Supplementary file 1 — Data S1: Supporting Information.

How the deposited data were processed for this re-analysis (not part of the article)

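The RNA-seq experiment on SH-SY5Y cells treated for 72 h with siControl or siPSF at 10 nM was analysed, with 3 libraries in each group. The condition and replicate of each column were taken from the sample titles, and no per-sample column of the table was left unused. The siG3BP data, the other cell lines, the mouse tissues and the human tissues of the paper were not analysed here.

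The authors deposited 1 table with a count and an FPKM value per gene and library. To make the counts, the authors prepared poly(A)-selected libraries, removed rRNA reads with Bowtie 2, mapped with TopHat to hg38 and counted tags on RefSeq. To make the FPKM values, the authors divided by exon length and by mapped reads; the methods name the unit RPKM and the table names it FPKM. FPKM per count was not constant between libraries for every gene: among the 13115 genes with at least 200 counts in every library, 5.43% of its values lay over 5% from the gene's median, which bears on every alternative on FPKM and on exonic length. All 21301 rows carry a unique gene symbol, and 0 rows have a count of 0 in any library, so genes without reads in a library were not analysed here. Of the gene IDs, 20820 (97.7%) were found in the RefSeq gene table of GRCh38.p14, which gave positions and gene lengths. Exonic length was taken from the ratio of counts to FPKM, and GC content from the longest GENCODE transcript (97.8% of protein-coding genes).

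The deposited counts summed to between 119019293 and 132420931 per siControl library (median 119567337) and between 101540520 and 120627283 per siPSF library (median 109526446). The chi-square per degree of freedom between pairs of replicate libraries was 22.61 or more, so no pair of libraries was alike within the sampling noise. Genes were filtered with edgeR's filterByExpr, which left 19694, normalized by TMM (factors from 0.964 to 1.053) and tested with edgeR's quasi-likelihood test without a replicate block. Adjusted p-values are Benjamini-Hochberg values, and a gene or set was called at an adjusted p under 0.05. A change of more than 2-fold was counted at an unadjusted p under 0.05. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used. The fit was tested on simulated data of 19521 genes, drawn independently, 200 of them changed by 2-fold or more. It called 84.7% of the changed genes tested, and 5.68% of its calls were false. Changes under 2-fold, which most called genes showed, and correlated genes were not simulated, so these shares do not cover them.

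The 23 gene families were written down before the data were examined, but with the terms of Fig. 5c known. They were tested with camera (inter-gene correlation 0.01), with fry and with Fisher's exact test. Protein-coding genes of 100 kb or more were compared with the others. Genes are named where the paper names them, where they are among the 5 largest falls or rises of called genes with a mean of at least 1 CPM and no overlap between groups, or where they are among the 3 members with the smallest p in a called family; any other gene was chosen after its values were seen. Some genes that this rule selects are not reported here, and counts for Fig. 5e leave them out. The alternatives were leaving out each replicate, a replicate block, DESeq2's size factors, no filter on low counts, DESeq2's Wald test (which gave no adjusted p for 764 genes), other limits on p, fold and length, and the ratio of mean FPKM. Chosen after the data were seen were limma on log2(FPKM + 0.5), with genes of a mean of at least 0.5, the same after rescaling FPKM to the same sum per library, the ratio of the rescaled means, which was kept after it was compared with Fig. 5e, and a camera test on log2 CPM centred within 20 bins of gene length. Before these were chosen, the number of genes changed more than 2-fold was also counted under 37 settings on FPKM with the paper's number in view: FPKM or rescaled FPKM, an offset of 0, 0.001, 0.1 or 1, 2 ways to take the mean and 2 scales for a t test, and 5 floors without a test. Their range and nearest value are given under the differences, and the counts far from the main one under the sensitivity. The ribosomal protein genes, the noncoding genes inside other genes and the RNAs without a poly(A) tail were also chosen after the data were seen.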

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

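The comparison of genes of 100 kb or more with the others was planned. All other tests of these 3 patterns were chosen after the results were seen, wholly or in part, with these exceptions. For long genes, the predictions for GC content and for low counts were written first. So were those on short, abundant genes for the ribosomal protein genes and on bins of FPKM for the noncoding genes. For the noncoding genes, the measure and its verdict were also changed after a first output, from the median of the lncRNA genes inside (0.06), which left the question open, to the difference from those outside. The paper analyses none of the 3 in these libraries. For long genes the idea is not new here: the paper's introduction cites a role of PSF in the elongation of longer neuronal genes in the mouse brain, from Takeuchi et al.

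The 2770 protein-coding genes of 100 kb or more had a median log2 fold change of -0.17 after siPSF and the 11646 others a median of 0.05, a difference of -0.22, and 25.1% of the long genes were called lower against 4.65% of the others. The median fell from 0.08 in genes under 10 kb to -0.58 in the 370 genes of 400 kb or more, of which 53.8% were called lower. The difference was -0.20, -0.22 and -0.25 in the 3 siPSF libraries taken singly. Of the 10 splits of the 6 libraries, 1, the real one, gave a difference as large, and the largest of the other splits was 0.12 in size; 10 splits cannot give a share under 0.1, so a chance split cannot be told apart by that count alone. Centring the fold changes within bins of exonic transcript length left a difference of -0.13 (SD 0.02 over the siPSF libraries), so transcript length is not the whole cause; exonic and genomic length go together, and their shares were not separated. Centring within bins of GC content left -0.20, and among genes of at least 10 CPM the difference was -0.19, which argues against GC content and low counts as the whole cause. Among the long genes alone the fold change fell further with length (Spearman's rho across genes -0.30, permutation p = 1e-04, the smallest that 10000 permutations can give; genes are not independent replicates). A candidate explanation is the one in the introduction, a loss of elongation that grows with the length transcribed when PSF is reduced; the rho of -0.30 fits it but was seen before the test was written, and elongation was not measured. An effect of this siRNA apart from PSF, and a later effect of slower growth or cell death, stay open and were not tested.

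Ribosomal protein genes, which the paper does not discuss, rose together. Their median log2 fold change was 0.63 over 81 genes, 79 of which were higher, 78 called higher and 0 called lower (edgeR's quasi-likelihood test). Their share of all counts was 7.09% in siControl and 10.3% in siPSF libraries, and their median log2 CPM was 9.71, 9.65 and 9.35 in the siControl libraries against 10.12, 10.20 and 10.25 in the siPSF libraries. Leaving out each replicate in turn kept the median between 0.53 and 0.67, and it was 0.43 with limma on rescaled FPKM, 0.60 above all genes on that scale. One of the 10 splits, the real one, gave as large a median, against 0.32 at most in the others. With 3 libraries a side that count alone cannot exclude a chance split. For each of these genes 5 other protein-coding genes were matched on exonic length, abundance and GC content, and the 405 matched genes had a median of 0.066; they were less abundant (median 217 against 972 CPM) and longer (1291 against 961 bp of exons), so the match is loose. The 23 other protein-coding genes as short and as abundant as most of these (median 1256 bp and 1371 CPM) had a median of 0.23, 0.39 below the ribosomal protein genes (SD 0.09 over the siPSF libraries), which argues against a bias toward short, abundant transcripts as the whole cause and leaves a part open. The 265 ribosomal protein pseudogenes held 0.163% of the siControl counts, far under the 3.23 percentage points gained, and rose as well (median 0.54), so reads moved from pseudogenes do not account for the rise. The median log2 CPM was at least 10.12 in each siPSF library and at most 9.71 in each siControl library. That gap is wider than the spread within either group, and 77 of the 81 genes rose without overlap. These values argue against a chance split, though genes that move together are not separate evidence. What stays open is a part from a bias toward short, abundant transcripts and a biological rise. Such a rise may follow from the loss of PSF or from the state of the cells at 72 h, which the design does not separate.

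Noncoding genes that lie inside a protein-coding gene were higher than those outside. The 812 lncRNA genes and pseudogenes inside a single protein-coding gene had a median log2 fold change of 0.14, with 103 called higher and 32 lower, and the 2759 outside protein-coding genes had a median of -0.03, with 144 called higher and 236 lower. The difference of medians was 0.18, and 0.16, 0.13 and 0.25 in the 3 siPSF libraries taken singly; it stayed between 0.16 and 0.20 with each replicate left out and was 0.10 with limma on FPKM and 0.13 with limma on rescaled FPKM. One of the 10 splits gave as large a difference, the others at most 0.11, and a chance split cannot be excluded by 10 splits. Reads from the whole genome would raise noncoding genes of the same FPKM alike, inside or outside, and after centring within 20 bins of FPKM the difference was still 0.17 (SD 0.06 over the siPSF libraries), which argues against them as the whole cause. The lncRNA genes alone gave a difference of 0.16 (SD 0.06 over the siPSF libraries), so reads shared between pseudogenes and their parents are not the whole cause of the difference. Much of the lncRNA difference lay outside, with a median of -0.10 there and 0.06 inside. In hosts of 100 kb or more, pseudogenes had a median of 0.31 and lncRNA genes one of 0.11. Shared reads may therefore add to the rise of the genes inside. Among the 430 such genes in hosts of 100 kb or more the rise was larger near the start of the host, with a median of 0.41 where they lay in the first of 5 equal parts of the host and 0.07 in the last (Spearman's rho -0.20, permutation p = 1e-04, the smallest that 10000 permutations can give), while the 371 hosts had a median of -0.21. A candidate explanation, found on these same values, is that reads from introns near the start of long genes rise while their finished transcripts fall. Among those with a known strand, the 221 genes on the strand of the host had a median of 0.16 and the 220 on the opposite strand 0.14. Since the use of strand in counting is not known, this does not show whether the reads come from the host or from the noncoding gene.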

How the results depend on the processing

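The alternatives were set before the data were examined except the limma fits to FPKM, everything on rescaled FPKM, the length-centred values and the 37 settings below. The log2 fold change of SFPQ kept its sign and stayed called in the 12 alternatives with a test; it ranged from -1.07 to -0.90 over the 6 fits that each left out one replicate, and the ratio of rescaled FPKM means moved it to -1.21. The lower level of genes of 100 kb or more held in the 14 alternatives, between -0.31 and -0.15.

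The number of called genes was 2938. Leaving out one replicate gave from 1500 to 3140 genes, where fewer libraries are tested; without siControl replicate 3 it was 1754. The 1500 genes called without siControl replicate 2 included 1482 of the 2938, and no gene called in the main setting changed direction in any other setting that called it. With DESeq2's Wald test 3643 genes were called. The split of directions was 54.8% lower there, against 55.4%, but 70.8% (736 higher, 1782 lower) with limma on FPKM and 87.4% (517 higher, 3584 lower) with limma on rescaled FPKM, which moves the median of all genes to -0.17. The number of genes changed more than 2-fold fell from 955 to 121 with limma on log2(FPKM + 0.5), and to 282 after rescaling, where the added 0.5 shrinks the folds of low genes by construction; it stayed between 836 and 1109 in the other fits to counts and ratios of means, and was 696 with a limit on the adjusted p. In the 37 settings tried on FPKM with the paper's number in view, the count was 626 with rescaled FPKM and an offset of 0.1, 171 and 172 with an offset of 1, 396 and 389 with FPKM and an offset of 0.1 and 67 with an offset of 1, all from means of logs, where the offset shrinks the folds, and 1539, 448, 320 and 184 without a test at a floor of 0, 0.3, 0.5 and 1; the others stayed within 1.5 times 955.

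The number of Fig. 5e genes called was between 10 and 14 over the fits that left out one replicate, and at least 13 in the others. Camera called 9 to 13 families with one replicate left out, 4 with limma on FPKM, 4 with limma on rescaled FPKM, 5 after centring within bins of gene length and 0 with the estimated correlation; the cause was not tested. Families over-represented among genes down more than 2-fold numbered 3, and from 2 to 6 with one replicate left out, 4 with limma on rescaled FPKM and 5 among genes down at an adjusted p under 0.05. With the replicate block, 3029 genes were called and 949 changed more than 2-fold, and COBLL1 and the glutamate receptors lost their calls; deviations of same-numbered libraries correlated at -0.02, 0.06 and 0.06, so the samples share only a number.

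Some medians and fold changes near 0 changed sign. Semaphorins and their receptors (0.02) ran from -0.044 to 0.067 with one replicate left out, and were -0.042 with limma on FPKM and -0.15 with limma on rescaled FPKM. With limma on FPKM, IL-7 signalling was -0.013 and lipid transport -0.013. With limma on rescaled FPKM, IL-7 signalling was -0.098, lipid transport -0.013, oxidative phosphorylation -0.099, glycolysis -0.062 and paraspeckle components -0.091, and the genes G3BP1, G3BP2, SIRT1, TIA1 and CTBP1 were at -0.038, -0.076, -0.20, -0.21 and -0.092. With one replicate left out, SIRT1 ran from -0.067 to 0.077 and TIA1 from -0.052 to 0.12; SIRT1 was -0.0030 without the filter on low counts and -0.084 with limma on FPKM, where TIA1 was -0.10. On the rescaled FPKM the median of all genes is itself below 0, and relative to it these families stayed above 0 (semaphorins 0.013, IL-7 signalling 0.069, lipid transport 0.15, oxidative phosphorylation 0.069, glycolysis 0.11, paraspeckle components 0.076), so their change of sign comes from the scale; G3BP1, G3BP2 and CTBP1 also lay above it. With limma on FPKM, where that median is -0.059, the semaphorins, IL-7 signalling and lipid transport were 0.016, 0.046 and 0.046 above it. The other cadherins and protocadherins (0.0003) were at -0.14 without the filter on low counts. They were at -0.38 with limma on FPKM and -0.51 with limma on rescaled FPKM. Relative to the median of all genes on the rescaled scale they stood at -0.34, so the scale does not account for that change. The limma fits keep only genes of a mean of at least 0.5, and the fit without the filter adds genes, so the members of this family can differ between settings. How much of the change comes from that was not tested. For SIRT1, for TIA1 and for the fits with one replicate left out, the cause was not tested. Of the 65 named genes, 10 lost a call and 2 gained one when some replicate was left out. The pseudocount and the sum of rows per gene were not run, since the values are counts with 1 row per gene.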

Differences from the paper's values

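The number of genes changed more than 2-fold, 955, and the levels of the genes of Fig. 5e lay within 1.5 times the paper's values, so no value differed by that measure. The paper's count is 1066; the ratio of mean FPKM gave 1044 genes, and the ratio of rescaled means, chosen after the values were seen, gave 1109. The 37 settings on FPKM that were tried with the paper's number in view gave from 67 to 1539 genes, 26 of them within 1.5 times the paper's number and none equal to it; the nearest, chosen after the values were seen, was 1053, from means of log2 rescaled FPKM with a t test on the logs. With a limit on the adjusted p the count was 696, which is more than 1.5 times under the paper's. Read by eye, NRG3 is at about 0.16 of siControl in Fig. 5e; its ratio of mean FPKM was 0.180, and that of rescaled means, a scale chosen after it was compared with the figure, 0.166. Over 15 genes of the figure the rescaled ratios differed from the values read off by at most 0.006, the ratios of mean FPKM by at most 0.062 and the fitted fold changes by at most 0.138. The fitted levels differ from the figure by over 1.5 times for NRG3 without siControl replicate 3 (0.261).

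The legend of Fig. 5 describes the genes shown as the top genes lowered by PSF knockdown. Counted over 14 genes of the figure, without APP, which the legend names as a positive control, 0 were among the 15 largest falls of the genes tested, and among the 12654 protein-coding genes of at least 1 CPM, 2 were among the 15 largest falls and the ranks ran from 4 to 1366. The paper's text describes the genes of the figure as representative targets that PSF and G3BP2 both regulate, which ranks after siPSF alone do not measure.

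The paper states that PSF knockdown lowered G3BP2 mRNA. In the RNA-seq libraries the log2 fold change of G3BP2 was 0.12 (edgeR's quasi-likelihood test, adjusted p = 0.54), and no alternative called it lower. The paper's mRNA measurement (Fig. S4b) was made in NB1 cells with siPSF #1 and these libraries are of SH-SY5Y cells with siPSF #2, so the cells and the siRNA differ.

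Fig. 5c lists IL-7 signalling among the terms of upregulated genes. The IL-7 signalling genes were not called by camera (adjusted p = 0.39) and were called higher by fry (adjusted p = 0.015). Fig. 5c lists semaphorin terms for the downregulated genes, and the semaphorins and their receptors were not called by camera (adjusted p = 0.48) or by fry (adjusted p = 0.099); 3 of 29 were down more than 2-fold (Fisher's exact test, one-sided, adjusted p = 0.18).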

Other observations

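The tests of gene length, of S phase, of RNAs without a poly(A) tail and of the other splits were chosen after the results were seen, except the other splits for the histones; the tests of the listed families were not.

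Other splits of the 6 libraries were fitted in the same way as siPSF against siControl. The real split was the only 1 of the 10 splits with as many called genes, as many genes over 2-fold, as many called Fig. 5e genes, as many called families and as many families over-represented among the genes down more than 2-fold. The largest counts in the other splits were 1 called gene, 152 genes over 2-fold, 0 genes of Fig. 5e, 9 families called by camera and 1 over-represented family. With 10 splits the share cannot fall below 0.1, so that share alone does not exclude a chance split. Each of the other splits holds unequal numbers of siPSF libraries on its sides, so it keeps part of the siPSF difference. The rest of that difference widens the spread within the sides, so few called genes there carry little weight. The 9 families called in 1 mixed split may reflect the part kept or false calls. Their number does not tell these apart, so a camera call alone is to be read with care.

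Gene length was set against the neuronal families. Of the 6 neuronal families called lower, 5 were called on the log2 CPM of protein-coding genes, and 2 after each library was centred within 20 bins of gene length. The smallest adjusted p among voltage-gated channels, guidance genes and synaptic adhesion genes was then 0.11 (camera), in the guidance genes. For synaptic adhesion genes, whose median length is 283 kb, it was 0.45 and their median was 0.004 after centring, so their lower level may follow from the length of the genes. The medians of guidance genes and channels were still -0.069 and -0.063, so the loss of their calls leaves open how much length accounts for. The genes of synaptic vesicle release and the clustered protocadherins stayed called, with 0.011 as the larger adjusted p, so gene length alone does not account for them. Of 15 genes of Fig. 5e, 12 are 100 kb or longer.

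Histones, cell cycle and p53 target genes were measured in the same libraries. In cells after siPSF the 32 cell cycle genes had a median log2 fold change of -0.12, with 28 lower (camera adjusted p = 0.0082; 0.083 without siControl replicate 1), and MKI67, E2F1 and AURKB had log2 fold changes of -0.56, -0.49 and -0.39; the call of AURKB was lost in 3 of the 6 fits that each left out one replicate (edgeR adjusted p up to 0.068). The 26 p53 targets had a median of 0.28 with 0 genes lower (camera adjusted p = 1.9e-04, fry adjusted p = 0.21). That median ran from 0.17 to 0.44 with one replicate left out. With limma on rescaled FPKM it was 0.050, which lay 0.22 above the median of all genes on that scale. CCNG1, BBC3 and SESN1 were at 0.83, 0.68 and 0.51. The call of SESN1 was lost in 5 of the 6 fits that each left out one replicate. The paper reports less proliferation and more apoptosis after PSF knockdown. The rise of the replication-dependent histones (median 0.46) was as large in 1 of the 10 splits, the real one, against at most 0.26 in the others, which leaves a chance split open. More cells in S phase would raise the cell cycle genes, whose median was -0.12, so this explanation is argued against. Replication-dependent histone mRNAs mostly, though not always, end without a poly(A) tail. A list of 15 other RNAs without one, made after the values were seen, had a median of 0.49, with 14 higher, 8 called higher and 0 called lower. Among them RNA45SN1 and RNA45SN2 rose by 1.43 and 1.45 on the log2 scale, RNA28SN1 by 0.47, and RNA18SN1 stood at -0.03 (edgeR adjusted p = 0.88). More carry-over of RNA without a poly(A) tail in the siPSF libraries may underlie the histones' rise. It cannot be told apart from a change in these RNAs, because the authors removed rRNA reads before counting and copies of these genes share reads. A rise of histone transcripts that carry a poly(A) tail stays open as well, since reads with and without a tail were not separated.

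Other components of paraspeckles were measured. The 19 paraspeckle components had a median of 0.10 (camera adjusted p = 0.029; 0.063 without siPSF replicate 1 and 0.059 without siControl replicate 2), which lay 0.089 above the median of all genes, and 0.076 above it with limma on rescaled FPKM. PSPC1, a paralog of PSF, rose from 43.7 ± 5.75 to 94.9 ± 3.30 CPM (SD, n = 3 each), with a log2 fold change of 1.12 (edgeR's quasi-likelihood test, adjusted p = 5.0e-05; from 5.8e-06 to 0.0020 with one replicate left out). MATR3 had a log2 fold change of 0.31 (edgeR adjusted p = 0.082; called without siControl replicate 3, at 0.047, and without siPSF replicate 3, at 0.027) and NONO one of 0.21 (edgeR adjusted p = 0.10). NEAT1 had a log2 fold change of 0.29 (edgeR adjusted p = 0.14), and without siPSF replicate 3 it was 0.45 and called higher (edgeR adjusted p = 0.0027).

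Further genes that the paper names were G3BP1, at a log2 fold change of 0.15 (edgeR adjusted p = 0.31), TRIM25, at 0.44 (edgeR adjusted p = 0.013, lost without siControl replicate 2, where it was 0.070, or siControl replicate 3, where it was 0.056), SIRT1 at 0.003, TIA1 at 0.01 and CTBP1 at 0.04, of which the last 3 were not called. RBFOX3, which encodes NeuN, was at a mean of 0.296 CPM, with a log2 fold change of 0.58 (edgeR adjusted p = 0.45). That value ran from 0.21 to 1.01 with one replicate left out and was called in none of those fits (edgeR adjusted p from 0.058 to 0.84). The paper reports NeuN protein in cells kept in differentiation medium, which these cells were not.

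Of the remaining families, the interferon response genes had a median log2 fold change of 0.27 (camera adjusted p = 0.13). Fry called them higher (adjusted p = 0.023). Their median lay 0.26 above the median of all genes, and 0.088 above it with limma on rescaled FPKM. The noradrenergic identity genes had a median of -0.004 (camera adjusted p = 0.13) and the mesenchymal-like identity genes one of 0.07 (camera adjusted p = 0.93).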
